# Transgenerational transmission of aspartame-induced anxiety and changes in glutamate-GABA signaling and gene expression in the amygdala

**DOI:** 10.1073/pnas.2213120119

**Published:** 2022-12-02

**Authors:** Sara K. Jones, Deirdre M. McCarthy, Cynthia Vied, Gregg D. Stanwood, Chris Schatschneider, Pradeep G. Bhide

**Keywords:** artificial sweetener, emotional behavior, intergenerational transmission

## Abstract

We report the effects of aspartame on anxiety-like behavior, neurotransmitter signaling and gene expression in the amygdala, a brain region associated with the regulation of anxiety and fear responses. C57BL/6 mice consumed drinking water containing 0.015% or 0.03% aspartame, a dose equivalent of 8 to 15% of the FDA recommended maximum human daily intake, or plain drinking water. Robust anxiety-like behavior (evaluated using open field test and elevated zero maze) was observed in male and female mice consuming the aspartame-containing water. Diazepam, an allosteric modulator of the GABA-A receptor, alleviated the anxiety-like behavior. RNA sequencing of the amygdala followed by KEGG biological pathway analysis of differentially expressed genes showed glutamatergic and GABAergic synapse pathways as significantly enriched. Quantitative PCR showed upregulation of mRNA for the glutamate NMDA receptor subunit 2D (*Grin2d*) and metabotropic receptor 4 (*Grm4*) and downregulation of the GABA-A receptor associated protein (*Gabarap*) mRNA. Thus, taken together, our diazepam and gene expression data show that aspartame consumption shifted the excitation-inhibition equilibrium in the amygdala toward excitation. Even more strikingly, the anxiety-like behavior, its response to diazepam, and changes in amygdala gene expression were transmitted to male and female offspring in two generations descending from the aspartame-exposed males. Extrapolation of the findings to humans suggests that aspartame consumption at doses below the FDA recommended maximum daily intake may produce neurobehavioral changes in aspartame-consuming individuals and their descendants. Thus, human population at risk of aspartame’s potential mental health effects may be larger than current expectations, which only include aspartame-consuming individuals.

## Significance

Exposure of mice to aspartame, an artificial sweetener found in nearly 5,000 diet foods and drinks, at doses equivalent to below 15% of the FDA recommended maximum daily intake for humans, produces anxiety-like behavior. The anxiety is alleviated by diazepam, a drug used in the treatment of generalized anxiety disorder. The aspartame exposure produces changes in the expression of genes regulating excitation-inhibition balance in the amygdala, a brain region that regulates anxiety and fear. The anxiety, its response to diazepam and the changes in amygdala gene expression are not limited to the aspartame-exposed individuals but also appear in up to two generations descending from the aspartame-exposed males.

Aspartame is an artificial sweetener widely used in low-calorie foods and drinks. Since its approval by the FDA in 1981 (1), its use has increased steadily along with controversy regarding its potential adverse effects. Today, aspartame is found in nearly 5,000 food products consumed by men, women—including pregnant women—and children, and its annual production is 3,000–5,000 metric tons worldwide (2).

Upon oral consumption, aspartame is broken down into aspartic acid, phenylalanine, and methanol (3–6), all of which can have potent effects on the central nervous system (5–12). Phenylalanine is a precursor of the monoamine neurotransmitters. Therefore, research on aspartame’s neurobehavioral effects has focused on monoamine neurotransmitter signaling. However, there is no consensus in the clinical or preclinical literature regarding aspartame’s effects on brain monoamine content or behaviors such as memory or depression (7, 8, 13–23). Similarly, despite reports of aspartame’s carcinogenic (24, 25) and metabolic side effects (26–30), a consensus on these topics is lacking. The US government policy and publications indicate that aspartame is safe when consumed within FDA recommended maximum daily intake value (DIV) of 50 mg/kg (1, 31–33).

We found that mice consuming aspartame in drinking water at a dose equivalent to approximately 15% of the FDA-approved maximum DIV for humans showed robust, dose-dependent anxiety. The anxiety was alleviated by a single administration of diazepam, a positive allosteric modulator of the GABA-A receptor, consistent with the key role of GABA-A receptors in the regulation of anxiety (34). RNA sequencing demonstrated significant changes in expression of genes associated with glutamatergic and GABA receptor signaling in the amygdala, a brain region associated with regulation of anxiety (34–37). Perhaps even more strikingly, the anxiety phenotype, its response to diazepam, and changes in amygdala gene expression were transmitted from the aspartame-exposed male founders to their descendants.

## Results

### Aspartame Delivery via the Drinking Water.

Since aspartame is consumed orally, via consumption of low-calorie foods or drinks, we administered aspartame to adult C57BL/6 male and female mice in drinking water. We used 0.03%, 0.015%, or 0.0075% aspartame based on previous reports (13, 19, 38). Since preference or aversion to aspartame can influence the total aspartame consumption, and since there is variability in aspartame preference within the B6 strain (39), we performed a two-bottle choice assay of aspartame preference. Male and female mice received free access to two drinking water bottles, one with 0.03% or 0.015% aspartame, and the other with plain drinking water. Mice neither showed preference nor aversion to 0.03% or 0.015% aspartame (*SI Appendix*, Table S1). Since aspartame consumption is associated with metabolic effects including weight gain (27, 40–42), at weekly intervals we analyzed body weight of mice consuming plain drinking water or aspartame-containing drinking water (0.03% or 0.015%; for 12 wk in males and 6 wk in females; *SI Appendix*, Table S2). We did not find a significant effect of the type of drinking water consumed [Repeated Measures two-way ANOVA; males; F_(__2,__21__)_ = 2.29, *P* > 0.05; females; F_(__2,__21__)_ = 0.99, *P* > 0.05], but there was a significant effect of time [males; F_(2,4.4)_ = 240.6, *P* < 0.0001; females F_(__2,__36__)_ = 590.4, *P* < 0.0001] reflecting normal weight gain over the 12-wk period. The interaction between drinking water and time was not significant [males: F_(22, 231)_ = 2.1, *P* > 0.05; females: F_(10,105)_ = 0.44, *P* ≥ 0.05] suggesting that the weight gain over time was not affected by the drinking water. Daily exposure to 0.03% or 0.015% aspartame for 18 wk did not produce significant changes in metabolic biomarkers in male mice (*SI Appendix*, Table S3), further suggesting lack of metabolic effects. Although we did not collect body weight data for female mice at weekly intervals beyond 6 wk, we compared body weights of female mice consuming plain drinking water or aspartame-containing water at the end of the 12-wk exposure period. There was no significant effect of aspartame exposure on body weight between plain drinking water group and 0.03% or 0.015% aspartame groups [Mean ± SEM (g); 0.03% aspartame: 27.10 ± 0.45; 0.015% aspartame = 26.84 ± 0.47; plain drinking water = 27.53 ± 0.35; one-way ANOVA, F_(__2,__21__)_ = 0.66, *P *> 0.05].

Average daily total water consumption was 7.45 ± 0.06 mL (Mean ± SEM) for males and 7.05 ± 0.07 mL for females. Based on body weight and water consumption data, we estimate that on average, male mice (average body weight 25.7 ± 0.4 g; *SI Appendix*, Table S2) received 86.4 mg/kg (0.03% aspartame group), 43.2 mg/kg (0.015% aspartame group), or 21.6 mg/kg (0.0075% aspartame group) aspartame per day, whereas female mice (average body weight 22.4 ± 0.3 g; *SI Appendix*, Table S2) received 95.5 mg/kg (0.03% aspartame group), 47.8 mg/kg (0.015% aspartame group), or 23.9 mg/kg (0.0075% aspartame group) aspartame per day. The FDA recommended maximum DIV for aspartame for humans is 50 mg/kg (33). Based on allometric conversion utilizing pharmacokinetic and body surface area parameters (43), the mouse equivalent of the human DIV is 615 mg/kg/d. Therefore, the male mice received a daily aspartame dose equivalent to 14.0%, 7.0%, and 3.5% of the FDA recommended human DIV, and the females received a dose equivalent to 15.5%, 7.7%, and 3.9% of the human DIV. The estimated average daily aspartame intake in humans is 4.1 mg/kg (44), corresponding to a mouse equivalent dose of 50.68 mg/kg (43), which was the dose delivered to mice consuming 0.015% aspartame.

### Anxiety-Like Behavior.

As a first step toward assessing behavioral effects of different doses of aspartame, we analyzed anxiety in the open field test (OFT). In this test, when given free access to an open field, the proportion of the total test time spent in the center areas of the open field (25% of the total area, which was 40 × 40 cm^2^) is a measure of anxiety (45). Mice with anxiety spend relatively shorter time in the center areas than mice without anxiety. We performed the OFT at 2-wk intervals beginning at 4 wk of the 12-wk period of exposure to 0.03% or 0.015% aspartame. The time spent in the center areas in males showed significant effects of drinking water treatment [Fig. 1*A*; asterisks; aspartame < plain drinking water; Repeated Measures ANOVA; F_(2,21)_ = 43.86, *P* < 0.0001], duration of exposure [F_(2.79,58.48)_ = 15.71, *P *< 0.0001], and the interaction between drinking water treatment and exposure duration [F_(__8,__84__)_ = 5.15 *P *< 0.0001]. Significant differences between 0.03% aspartame and plain drinking water groups emerged for the first time at 8 wk [Fig. 1*A*; aspartame < plain drinking water; Dunnett’s multiple comparisons test; *q*_(7.5)_ = 3.98, *P* < 0.01] and persisted at 10 wk [*q*_(8.36)_ = 3.88, *P* < 0.01] and 12 wk [*q*_(8.05)_ = 4.61, *P *< 0.01]. Significant differences between 0.015% aspartame and plain drinking water groups emerged at 6 wk [Fig. 1*A*; aspartame < plain drinking water; *q*_(9.79)_= 3.35, *P< *0.05] and persisted at 8 wk [*q*_(8.77)_ = 4.31, *P *< 0.01], 10 wk [*q*_(7.95)_= 4.37, *P* < 0.01] and 12 wk [*q*_(7.36)_ = 5.21, *P* < 0.01].

**Fig. 1.**
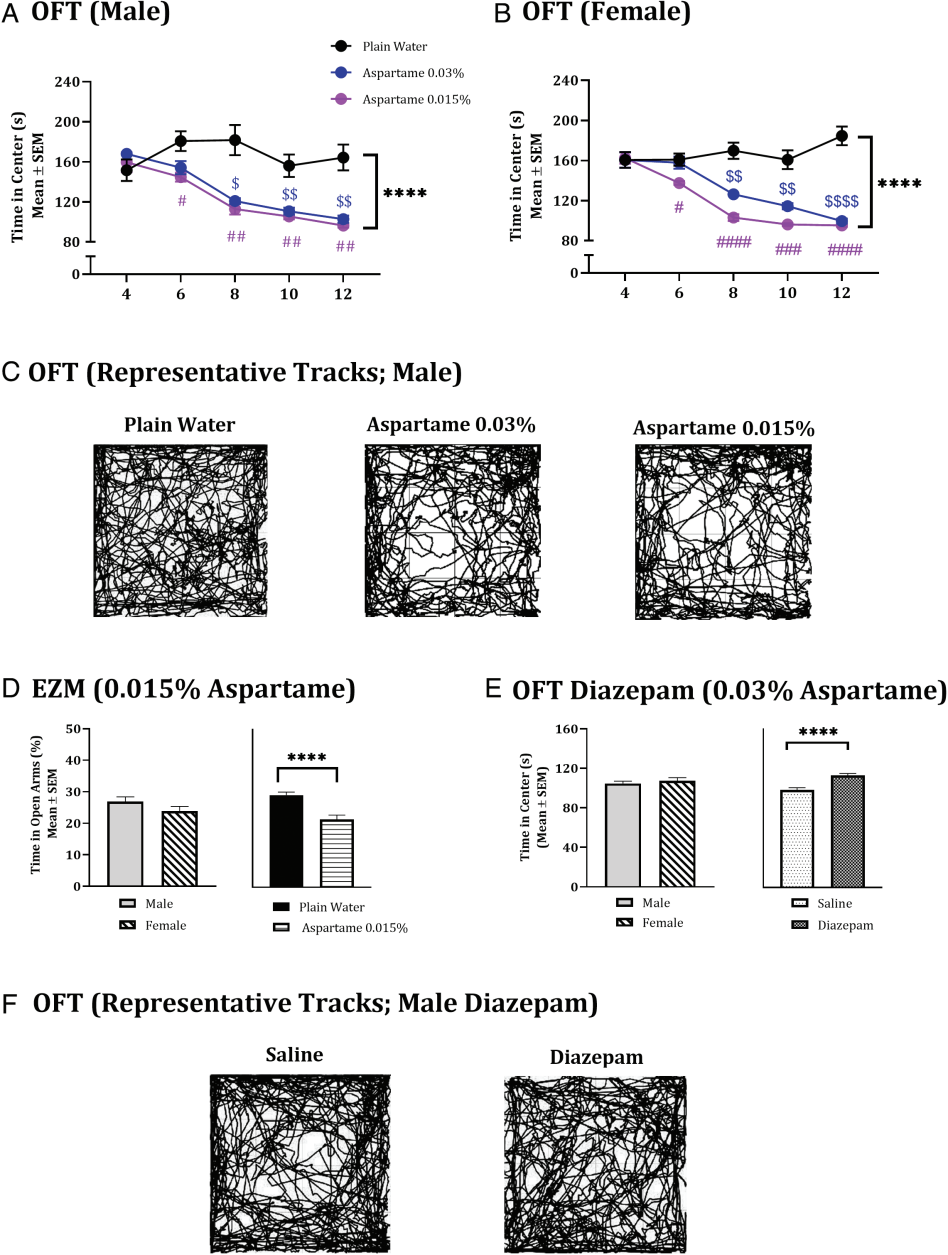
Anxiety and its response to diazepam in mice exposed to aspartame-containing drinking water. Anxiety-like responses were analyzed in male and female mice exposed daily to drinking water containing 0.03% aspartame, 0.015% aspartame or to plain drinking water for 12 wk using open field test (OFT; *A* and *B*) and elevated zero maze (EZM; *D*). In the OFT analysis (*A* and *B*), two-way ANOVA showed that male (*A*) and female (*B*) mice in the 0.03% aspartame group (blue line) and 0.015% aspartame (purple line) groups spent significantly shorter time in the center areas in the OFT compared to their counterparts in the plain drinking water (black) group (**** in *A* and *B*). Dunnett’s multiple comparisons test showed that significant differences emerged between 0.015% aspartame and plain water groups at 6 wk in males and females and persisted at 8 wk, 10 wk, and 12 wk (*A* and *B*). Significant differences between 0.03% aspartame and plain water groups emerged at 8 wk in males and females and persisted at 10 wk and at 12 wk (*A* and *B*). Typical tracks of open field exploration by one male mouse in each of the plain water, 0.03% aspartame and 0.015% aspartame groups showing differences in exploration of the center areas (*C*). The male and female mice in the 0.015% aspartame and plain water groups were examined in the EZM (*D*). Two-way ANOVA of the EZM data showed no significant effect of sex (*E*). Therefore, the data from male and female mice were analyzed together. The aspartame group spent significantly shorter time in the open areas of the EZM (*E*). Response of male and female mice in the 0.03% aspartame group to diazepam was analyzed in the OFT (*E*). Initially, baseline parameters were established 30 min following a single intraperitoneal administration of saline. Next, 48 h. later, the same mice received diazepam (3 mg/kg, i.p.) and 30 min following the diazepam administration, the mice were re-examined in the OFT (*E*). Repeated Measures ANOVA showed no significant effect of sex (*E*). Therefore, data from male and female mice were combined and analyzed. The time spent in the center areas was significantly increased following the diazepam administration compared to the saline administration at baseline (*E*). Typical tracks of open field exploration by one male mouse each in the saline and diazepam groups (*F*). Notes on symbols: # = comparison between 0.015% aspartame and plain water group; $ = comparison between 0.015% aspartame and plain water group. #; $ = *P *< 0.05; ##; $$ = *P *< 0.01; ###; $$$ = *P *< 0.001; ****, ####; $$$$ = *P *< 0.0001.

A visual inspection of typical tracks of open field exploration by one male mouse per group in plain water, 0.03% aspartame and 0.015% aspartame groups (Fig. 1*C*), reveals differences among the three groups in exploration of the center areas.

Consistent with the findings in male mice, the time spent in the center areas in the OFT in female mice also showed significant effects of drinking water treatment [Fig. 1*B*; aspartame < plain drinking water; Repeated Measures ANOVA; F_(__2,__21__)_ = 91.85, *P* < 0.0001], duration of exposure [F_(3.07,64.53)_ = 23.87, *P* < 0.0001], and the interaction between drinking water exposure duration [F_(__8,__84__)_ = 13.24, *P *< 0.0001]. Significant differences between 0.03% aspartame and plain water groups emerged at 8 wk [(Fig. 1*B*; aspartame < plain drinking water; Dunnett’s multiple comparisons test; *q*_(8.87)_ = 5.02, *P *< 0.01] and persisted at 10 wk [*q*_(8.44)_ = 4.71, *P* < 0.01] and 12 wk [*q*_(7.91)_ = 8.87, *P* < 0.0001]. Significant differences between the 0.015% aspartame and plain drinking water groups emerged (Fig. 1*B*) at 6 wk [Aspartame < plain drinking water; *q*_(8.33)_ = 3.68, *P* < 0.05] and persisted at 8 wk [*q*_(9.41)_ = 7.57, *P* < 0.0001], 10 wk [*q*_(7.29)_= 6.81, *P* < 0.001] and 12 wk [*q*_(7.48)_ = 9.46, *P* < 0.0001].

Thus, the anxiety (reduced time in the center area) emerged at 6–8 wk, depending on the aspartame concentration, and persisted until 12 wk.

We analyzed data from male and female mice separately because our goal here was to examine transgenerational transmission of aspartame-induced anxiety via the paternal lineage rather than the maternal lineage. Therefore, characterizing the time of onset of the anxiety in the founder generation of males was an essential first step.

To examine whether aspartame-induced changes in exploratory behavior or locomotion in the OFT may have contributed to the changes in time spent in the center areas, we analyzed the total distance traveled in the OFT (*SI Appendix*, Fig. S1 *A* and *B*). It did not show significant effects of drinking water treatment [Repeated Measures ANOVA; males: F_(__2,__21__)_ = 0.99, *P* > 0.05; females: F_(__2,__21__)_ = 0.07, *P *> 0.05), time [males: F_(3.98,83.76)_ = 0.7, *P* > 0.05; females: F_(3.38,70.99)_ = 1.87, *P* > 0.05), or the interaction between treatment and time [males: F_(__8,__84__)_ = 1.42, *P *> 0.05; females: F_(__8,__84__)_ = 0.16, *P *> 0.05]. Therefore, changes in exploration or locomotion did not contribute to the measurement of anxiety.

To further examine the anxiety phenotype, we tested the mice in an elevated zero maze (EZM) at the end of the 12-wk drinking water treatment. The EZM is more anxiogenic than the OFT because it incorporates two anxiogenic components, namely elevation and open unprotected spaces (46). The OFT utilizes the open, unprotected spaces but not elevation. In the EZM, mice with an anxiety phenotype spend significantly shorter time in the open areas compared to the closed areas. Neither the male nor the female mice in the 0.03% aspartame group could perform the EZM test, as they failed to meet inclusion criteria [took > 90 s to enter a closed area for the first time and made <2 total entries into the open or closed areas of the maze], likely due to a severe anxiety phenotype, which did not interfere with performance in the less anxiogenic OFT. In contrast, male and female mice in the 0.015% aspartame group met the inclusion criteria for EZM. In this group, the time spent in the open areas of the EZM showed a significant effect of drinking water treatment [Fig. 1*D*; aspartame < plain drinking water; two-way ANOVA; F_(__1,__28__)_ = 23.11; *P *< 0.0001]. The effects of sex [Fig. 1*D*; F_(__1,__28__)_ = 3.61, *P *> 0.05] or the interactions between treatment and sex [F_(__1,__28__)_ = 0.04; *P *> 0.05] were not significant, suggesting that the aspartame exposure produced comparable effects on male and female mice. The total number of area entries, a measure of exploration and locomotion, similar to the total distance traveled in the OFT, did not show significant effects of drinking water treatment [*SI Appendix*, Fig. S1*C*; two-way ANOVA; F_(__1,__28__)_ = 0.56, *P* > 0.05], sex [F_(__1,__28__)_ = 0.11, *P *> 0.05], or interaction between sex and drinking water treatment [F_(__1,__28__)_ = 0.78, *P* > 0.05].

The time spent in the open areas of the EZM was not significantly different between male mice exposed to 0.0075% aspartame-containing or plain drinking water [*SI Appendix*, Fig. S1*D*; unpaired *t* test; *t*_(14)_ = 0.47, *P *> 0.05]. The total number of area entries was not significantly different between male mice exposed to 0.0075% aspartame or plain drinking water [*SI Appendix*, Fig. S1*D*; unpaired *t* test; *t*_(14)_ = 0.57, *P *> 0.05]. Female mice exposed to 0.0075% were not examined in the EZM.

In summary, male and female mice in the 0.03% and 0.015% aspartame groups showed anxiety-like behavior in the OFT and/or EZM assays. The mice in the 0.0075% aspartame exposure were not anxious (in the EZM assay, males only). The EZM data suggest that exposure to 0.03% aspartame produced more severe anxiety-like behavior than exposure to 0.015% aspartame, whereas 0.0075% aspartame did not produce anxiety, demonstrating a dose-dependent effect of the aspartame exposure.

### Response to Diazepam.

Anxiety is associated with downregulation of GABA-A receptor signaling, and it is alleviated by diazepam, a positive allosteric modulator of GABA-A receptor in humans (generalized anxiety disorder) and rodents (34, 37, 47–51). Therefore, we examined the effect of diazepam on time spent in the center areas in the OFT in male and female mice exposed to 0.03% aspartame for 12 wk. The time spent in the center areas in the OFT was examined at baseline 30 min following a single administration of the saline vehicle. The same mice were examined in the OFT 48 h. later, 30 min following a single administration of diazepam (3 mg/kg; i.p.). There was a significant effect of diazepam on time spent in the open areas in the OFT [Fig. 1*E*; diazepam > saline; two-way Repeated Measures ANOVA; F_(__1,__28__)_ = 29.22, *P* < 0.0001] suggesting alleviation of the anxiety by diazepam. The effects of sex [Fig. 1*E*; F_(__1,__28__)_ = 1.13; *P *> 0.05] or the interaction between diazepam and sex [F_(__1,__28__)_ = 0.19, *P* > 0.05] were not significant, suggesting that diazepam produced comparable effects in males and females.

A visual inspection of typical tracks of open field exploration by a male mouse in each of the saline and diazepam groups (Fig. 1*F*) reveals differences between the groups in exploration of the center areas.

The total distance traveled in the OFT did not show significant effects of diazepam [*SI Appendix*, Fig. S4*A*; two-way Repeated Measures ANOVA; F_(__1,__28__)_ = 0.00007, *P* > 0.05], sex [F_(__1,__28__)_ = 0.03, *P* > 0.05], or the interaction between sex and diazepam [F_(__1,__28__)_ = 0.01, *P* >0.05]. When male and female mice exposed to plain drinking water were subjected to the same analysis, there were no significant effects of diazepam, sex, or the interaction between the two for time spent in the center areas [two-way ANOVA; diazepam F_(__1,__28__)_ = 0.07, *P* > 0.05; sex F_(__1,__28__)_ = 2.8, *P *> 0.05; interaction F_(1,__28)_ = 0.27, *P* > 0.05], or the total distance traveled [diazepam F_(__1,__28)_ = 0.03, *P* > 0.05; sex F_(__1,__28)_ = 0.43, *P *> 0.05; interaction F_(__1,__28)_ = 0.31, *P* > 0.05] in the OFT (*SI Appendix*, Fig. S5 *A* and *D*).

The 3 mg/kg dose of diazepam was chosen because a pilot study using 2, 3, and 4 mg/kg doses demonstrated that the 3 mg/kg dose was the maximum dose that did not produce sedative effects (i.e., reductions in distance traveled in the OFT) in male or female mice exposed to plain drinking water (*SI Appendix*, Table S4).

Repeated testing of mice in the OFT at 48 h. interval may influence performance due to habituation. A previous report showed that habituation to the OFT was not a factor when mice are tested repeatedly (52). To verify applicability of these findings to our model, we subjected male mice from the plain drinking water group to OFT twice at 48 h. interval. There was no significant difference between the initial and the second OFT in time spent in the center areas [sec.; OFT#1, Mean ± SEM= 180.60 ± 2.98; OFT#2, 181.22 ± 3.60; paired *t* test; t(4) = 0.99, *P* > 0.05] or the total distance traveled [m; OFT#1; Mean ± SEM = 20.60 ± 1.21; OFT#2, 21.40 ± 1.29; paired *t* test t(4) = 0.84, *P* > 0.05)], suggesting that the mice did not show habituation.

### Amygdala Gene Expression.

The effects of diazepam on aspartame-induced anxiety prompted examination of the potential mechanisms associated with excitation-inhibition (i.e., glutamate-GABA signaling) in the anxiety circuitry of the brain. We focused on the amygdala, because excitation-inhibition equilibrium in this brain region plays a central role in the regulation of anxiety (34, 53, 54). We used RNA sequencing to perform an unbiased, transcriptome-wide, discovery analysis. 

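RNA from the amygdala of 8 male mice was sequenced with 1 library per animal, 4 from mice that drank plain water and 4 from mice that drank water with 0.03% aspartame. The paper gives the exposure as 12 wk, whereas the labels of the deposited samples give 18 wk, and the mice were 187 to 189 d old. The libraries are named here by group and replicate number, as water 1 and aspartame 1. The authors aligned the reads with STAR to mm10, counted them per gene with Salmon, and deposited values for 24982 genes that are taken as regularized log2 (rlog) values of DESeq2 from the name of the table. An rlog value is a log2 count scaled for library size, with the values of weakly counted genes drawn toward the mean of the gene. Differences below are therefore differences of mean rlog, aspartame minus plain water, and the sequencing depth is unknown because the values are no longer counts. The paper left 1 aspartame sample out after PCA, on the criteria of its reference 81. The heat maps of Fig. 2 *B* and *C* show 36 genes, and the colors of their 3 aspartame columns correlated across these genes at 0.999 with aspartame 1, at 0.999 with aspartame 3 and at 1.00 with aspartame 4. Against aspartame 2 the same columns correlated at -0.50, -0.54 and -0.76, so aspartame 2 is taken as the sample the paper excluded. Values are given first for the 7 libraries of the paper and then for all 8. Each of the 12870 genes with a mean rlog of at least 3 and with values that vary was tested with limma, with Benjamini-Hochberg adjustment, and a gene was called when its adjusted p was under 0.05. Across genes, libraries correlated with each other at 0.993 to 0.997 within plain water, at 0.971 to 0.993 within aspartame and at 0.984 to 0.994 between the groups. The 47 gene lists that are reported were written from general knowledge before the data were examined. They are not the KEGG lists, and their test against all other genes is limma's camera with a preset correlation of 0.01. Gene coordinates are those of GRCm38 (mm10).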

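In the 3 aspartame libraries that the paper used, 1134 of 12870 genes differed from the 4 plain water libraries at an adjusted p under 0.05 from limma. The largest rise among called genes with separate groups was that of *Inf2*, a formin that acts on actin filaments, on chromosome 12 from 112588784 to 112615557. Its rlog was 6.66 ± 0.21 (SD, n = 4) in plain water and 7.90 ± 0.37 (SD, n = 3) with aspartame, a difference of 1.24 (SE 0.16, adjusted p = 0.00797), or 2.37-fold. The largest fall was that of *Vip*, the gene for vasoactive intestinal peptide, from 7.19 ± 0.15 (SD, n = 4) to 6.55 ± 0.11 (SD, n = 3), a difference of -0.65 (SE 0.099, adjusted p = 0.00980). Of the called genes, only 6 were higher by more than 1 on the log2 scale. The aspartame and plain water libraries did not overlap in 1085 of the called genes and in 2955 of all genes tested. A call favors genes whose groups lie apart, so the first count is no added evidence. If the libraries were interchangeable, the groups would separate in 5.71% of genes on average. Genes vary together, and aspartame 2 was left out on these same samples, so the 2955 genes cannot be judged against that share. With aspartame 2 included, limma called 0 of 12861 genes, and 553 genes had an unadjusted p under 0.05, against 3485 with the 7 libraries. In that comparison the difference was 0.79 for *Inf2* (adjusted p = 0.903), whose rlog was 6.10 in aspartame 2, and -0.45 for *Vip* (adjusted p = 0.903), whose rlog was 7.34 in aspartame 2. All 1134 called genes kept the sign of their difference with all 8 libraries, but the 7 libraries are among these 8, so that the signs are not independent. The number of called genes was 371 without water 2, 110 without water 3, 215 without water 4, 274 without aspartame 4 and 2082 without aspartame 3. It was 280 with the trend of each library with GC content and transcript length removed, and 222 with age in days as a covariate.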

We found that the aspartame exposure produced 1,467 differentially expressed genes (DEGs) in male mice exposed to 0.03% aspartame for 12 wk. Among the DEGs, 1,073 were up-regulated and 394 were down-regulated. 

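Of the 1134 genes, 785 were higher and 349 lower with aspartame. The largest rises included *Kmt2d*, a methyltransferase of histone H3 (1.07, SE 0.12, adjusted p = 0.00797), *Bcl9l*, a coactivator in Wnt signaling (1.00), and *Cic*, a transcriptional repressor (0.99). The neuronal kinase gene *Lmtk3* (1.20) and *Lrp1*, an endocytic receptor of the LDL receptor family (0.94), rose as well. The largest falls included *Prdx1*, a peroxiredoxin that reduces peroxides (-0.61, SE 0.089, adjusted p = 0.00881), *Trappc1*, a subunit of a vesicle tethering complex (-0.59), *Mff*, a factor of mitochondrial fission (-0.55), and *Rpl39*, a ribosomal protein with near-identical copies in the genome that may share reads with it (-0.49). The call of *Cic* was lost without water 3 (adjusted p = 0.0510), that of *Mff* without water 3 (adjusted p = 0.0533), and that of *Rpl39* without water 3 or water 4 (adjusted p from 0.0506 to 0.0529). The median difference was 0.47 among the higher and -0.34 among the lower genes. The transcripts of the higher genes had a median GC content of 57.4% and those of the lower genes 46.5%, against 49.9% among all genes tested. Their median lengths were 4647 and 2054 bases. Across 12817 genes, which are not independent replicates, the difference correlated with GC content at a Spearman rho of 0.52. The direction in aspartame 2 was the opposite for most called genes, with 734 of the 785 higher genes below the plain water mean and 275 of the 349 lower genes above it. The GC gap of a library is the median of its GC-richest decile of genes minus that of the GC-poorest, each gene taken relative to its mean over all 8 libraries. It was 0.20 in water 1 and from -0.22 to -0.12 in the other plain water libraries, 0.38, 0.032 and 0.46 in aspartame 1, 3 and 4, and -0.65 in aspartame 2. The mean of this gap was -0.065 ± 0.18 (SD, n = 4) in plain water and 0.29 ± 0.23 (SD, n = 3) with aspartame (exact permutation test, two-sided p = 0.0857), and with all 8 libraries the groups differed by 0.12 (exact permutation test, p = 0.714).

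**Figure D1:**
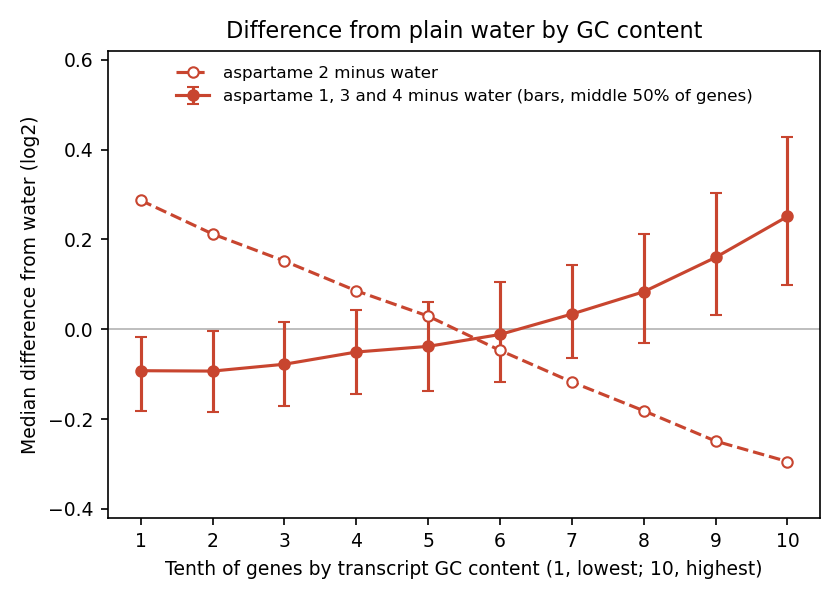
Median difference in rlog by decile of GC content, from the GC-poorest to the GC-richest genes, with all values on a log2 scale. One series is the mean of aspartame 1, 3 and 4 minus the plain water mean, with bars for the middle 50% of genes, and the other is aspartame 2 minus the plain water mean. The first runs from -0.092 in the GC-poorest decile to 0.25 in the GC-richest, and the second from 0.29 to -0.29.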

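Among the 102 tested genes of a glutamatergic synapse list, 17 rose and 4 fell with aspartame (25 rose and 4 fell when adjusted over the list alone). The risers included *Dlg4*, the postsynaptic scaffold PSD-95 (0.69, SE 0.12, adjusted p = 0.0107), and *Homer3*, a scaffold that binds metabotropic glutamate receptors (0.44, SE 0.097, adjusted p = 0.0232). Among the 76 tested genes of a GABAergic synapse list, 11 rose and 5 fell (14 rose and 7 fell when adjusted over the list alone), and among the risers were *Src*, a tyrosine kinase (0.47, SE 0.096, adjusted p = 0.0175), and *Slc12a5*, the chloride exporter KCC2 of neurons (0.50, SE 0.11, adjusted p = 0.0225). Both lists hold the genes that the paper names from these samples, so that they are not independent evidence. Called genes made up 20.6% of the glutamatergic list and 21.1% of the GABAergic list, against 8.81% of all genes tested (Fisher's exact test, one-sided, p = 0.000185 and p = 0.000810, adjusted p = 0.00259 and 0.00648 over all lists). The genes of the glutamatergic list stood higher than other genes (camera, adjusted p = 0.00378, and adjusted p = 0.349 with an estimated correlation), a result lost with quantile normalization (adjusted p = 0.0611) and with the trend with GC content and length removed (adjusted p = 0.196). For the GABAergic list the same test gave an adjusted p = 0.113 (adjusted p = 0.309 with an estimated correlation). Over all 8 libraries, limma called 0 genes of either list (5 and 7 at an unadjusted p under 0.05). The camera test at the preset correlation then gave an adjusted p = 0.00134 for the glutamatergic and an adjusted p = 0.0676 for the GABAergic list. Mean rlog over the list in aspartame 2, relative to plain water, was -0.026 and -0.016. After removal of the trend with GC content and length, 3 genes of each list were called (Fisher's exact test, p = 0.383 for the glutamatergic and p = 0.229 for the GABAergic list). The GABAergic list had a camera adjusted p = 0.0477 without aspartame replicate 4. The call of *Homer3* was lost without water 2, water 3, water 4 or aspartame 4 (adjusted p from 0.0534 to 0.0862), that of *Src* without water 3, water 4 or aspartame 4 (adjusted p from 0.0627 to 0.0656), and that of *Slc12a5* without water 2, water 3, water 4, aspartame 1 or aspartame 4 (adjusted p from 0.0503 to 0.0815).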

KEGG biological pathway analysis of the DEGs showed glutamatergic synapse at the #1 position and GABAergic synapse at the #7 position among the top 20 most significantly enriched pathways. (Fig. 2*A*).

**Fig. 2.**
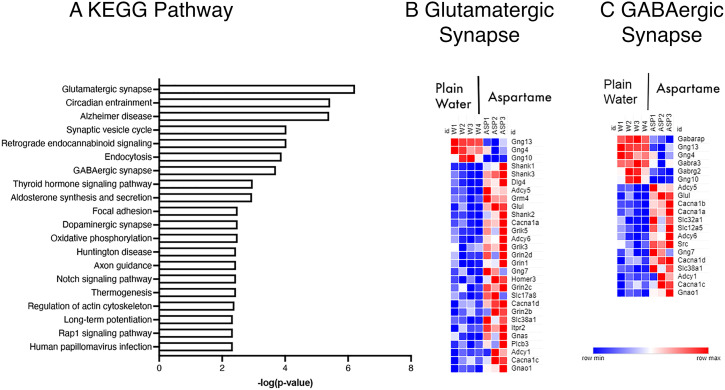
Transcriptome profiling of the amygdala by RNA sequencing in male mice exposed to 0.03% aspartame or plain drinking water for 12 wk. The top 20 most significantly enriched KEGG pathways are shown in order of lowest to highest adjusted *P* value, which is represented as the ^–^log of the adjusted *P* value on the X-axis (*A*). Heat maps showing a comparison of normalized differential gene expression values of the 30 DEGs between the aspartame and plain water groups from the glutamatergic synapse pathway (*B*) and 20 DEGs from the GABAergic synapse pathway (*C*). Rows represent the gene symbol, and columns represent each replicate. The minimum to maximum expression is indicated by a gradient from dark blue to dark red, respectively.

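The colors of the heat maps follow the deposited values and were used to identify the excluded library, so a direction shared with them is not independent evidence. All 36 genes of the heat maps differed between aspartame 1, 3 and 4 and the plain water libraries in the direction of the paper's colors, and 26 of them were called. The gene with the largest called rise among those that the paper does not discuss was *Slc32a1*, the vesicular transporter of GABA and glycine, from 6.02 ± 0.20 (SD, n = 4) to 6.73 ± 0.37 (SD, n = 3), a difference of 0.71 (SE 0.16, adjusted p = 0.0232). Water 1, at 6.32, lay above the other plain water libraries for this gene, and the groups overlapped. *Gnao1*, the alpha subunit of G_o, differed by 0.19 (SE 0.075, adjusted p = 0.125), *Slc17a8*, the vesicular glutamate transporter VGLUT3, by 0.47 (adjusted p = 0.0709), and *Plcb3*, a phospholipase C, by 0.38 (adjusted p = 0.0898). The genes not called were these and *Grin2d*, *Grin2b*, *Slc38a1*, *Gnas*, *Adcy1*, *Cacna1c* and *Gabra3*. With aspartame 2 included, limma called 0 of the 36 genes (8 at an unadjusted p under 0.05), and the difference of *Slc32a1* was 0.50 (adjusted p = 0.903), with an rlog of 5.88 in aspartame 2. Of the 36 genes, *Gng13*, *Dlg4*, *Glul* and *Gabarap* were called with the trend with GC content and length removed. The number called was 13 without water 2, 5 without water 3, 7 without water 4 and 12 without aspartame 4, and 8 with age as a covariate. The call of *Slc32a1* was lost without water 2, water 3, water 4, aspartame 1 or aspartame 4 (adjusted p from 0.0605 to 0.0899).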

Since the diazepam data prompted a focus on glutamate-GABA signaling, we examined gene expression in these two KEGG pathways further. In the significantly enriched glutamatergic synapse KEGG pathway, 30 DEGs were identified. Among the 30 DEGs, three were down-regulated and 27 were up-regulated in the aspartame-exposed group compared to the plain drinking water group. Similarly, 20 DEGs were found in the significantly enriched GABAergic synapse KEGG pathway. Among these, six DEGs were down-regulated and 14 were up-regulated in the aspartame-exposed group.

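The genes of the glutamatergic list that rose were postsynaptic scaffolds, glutamate receptor subunits, calcium channel subunits, adenylate cyclases, the G protein gamma subunit *Gng7* and genes of glutamine metabolism and calcium release. Among the kainate receptor subunits, *Grik3* rose by 0.53 (SE 0.13, adjusted p = 0.0306). Among the NMDA receptor subunits, *Grin1*, the subunit that all NMDA receptors contain, rose by 0.38 (SE 0.10, adjusted p = 0.0407) and *Grin2c* by 0.38 (SE 0.092, adjusted p = 0.0295). *Itpr2*, a calcium release channel of the endoplasmic reticulum, rose by 0.32 (adjusted p = 0.0341). Beside *Gng13*, *Gng4* and *Gng10*, the gene that fell was *Grm8*, a presynaptic metabotropic glutamate receptor, by 0.32 (SE 0.09, adjusted p = 0.0494), which the heat map does not show. Of the 29 list members in the heat maps, 20 were called, and of the 73 tested members outside them, only *Grm8* was. The rlog in aspartame 2, relative to the plain water mean, was -0.18 for *Grik3*, -0.42 for *Grin1* and -0.39 for *Grin2c*. When aspartame 2 was included, their differences were 0.35, 0.18 and 0.19 (adjusted p = 0.903, 0.913 and 0.908), and that of *Grm8* was -0.21 (adjusted p = 0.903). The transcripts of *Grin1* and *Grin2c* have a GC content of 59.4% and 62.1%. With the trend with GC content and length removed, their differences were 0.089 and 0.015 and neither was called (limma, adjusted p = 0.468 and 0.939). The number of risers was 9 without water 2, 4 without water 3, 5 without water 4, 9 without aspartame 4, 6 with age as a covariate and 2 with the trend with GC content and length removed, and that of fallers was 1 or 0 under all of these. Leaving out any 1 of the 7 libraries ended the call of *Grm8* (adjusted p from 0.0521 to 0.170). The call of *Grik3* was lost without water 2, water 3, water 4, aspartame 1 or aspartame 4 (adjusted p from 0.0597 to 0.114), that of *Grin1* without water 2, water 3, water 4, aspartame 1 or aspartame 4 (adjusted p from 0.0546 to 0.123), that of *Grin2c* without water 3, water 4, aspartame 1 or aspartame 4 (adjusted p from 0.0634 to 0.106), and that of *Itpr2* without water 1, water 2, water 3, water 4, aspartame 1 or aspartame 4 (adjusted p from 0.0548 to 0.110).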

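In the GABAergic list, *Cacna1b*, the alpha-1 subunit of the presynaptic N-type calcium channel, rose by 0.46 (SE 0.085, adjusted p = 0.0135). *Slc6a11*, the GABA transporter GAT3 of astrocytes, rose by 0.36 (SE 0.091, adjusted p = 0.0351), and *Gng7*, a G protein gamma subunit abundant in striatal neurons, by 0.45 (SE 0.13, adjusted p = 0.04996). Among the genes that fell were *Gng13*, *Gng4*, *Gng10* and *Gabarap*. Of the 20 list members in the heat maps, 15 were called, and of the 56 tested members outside them, only *Slc6a11* was. In aspartame 2 the rlog relative to the plain water mean was -0.081 for *Cacna1b*, -0.29 for *Slc6a11* and -0.31 for *Gng7*. In all 8 libraries together, the differences were 0.32, 0.20 and 0.26 (adjusted p = 0.903, 0.903 and 0.903). Quantile normalization called 8 risers and 8 fallers in this list. There were 5 risers and 2 fallers without water 2, 1 and 1 without water 3, 1 and 2 without water 4, 4 and 2 without aspartame 4, 2 and 2 with age as a covariate, and 1 and 2 with the trend with GC content and length removed. The call of *Gng7* was lost without water 1, water 2, water 3, water 4, aspartame 1 or aspartame 3 (adjusted p from 0.0600 to 0.144), that of *Cacna1b* without water 3 or water 4 (adjusted p from 0.0533 to 0.0542) and that of *Slc6a11* without water 2, water 3, water 4, aspartame 1 or aspartame 4 (adjusted p from 0.0850 to 0.118).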

Among the down-regulated DEGs, three inhibitory guanine nucleotide protein (G_i/o_ protein) binding genes were common to both the glutamatergic and the GABAergic pathways (Fig. 2 *B* and *C*). These were *Gng13* (G protein subunit gamma 13), *Gng4* (G protein subunit gamma 4), and *Gng10* (G protein subunit gamma 10). 

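The 3 genes for G protein gamma subunits, which pair with beta subunits and take part in signaling from G protein-coupled receptors, fell with aspartame. *Gng13*, on chromosome 17 from 25717171 to 25719406, fell from 5.48 ± 0.038 (SD, n = 4) in plain water to 4.98 ± 0.15 (SD, n = 3) with aspartame, a difference of -0.50 (SE 0.092, adjusted p = 0.0129). *Gng4*, on chromosome 13 from 13784059 to 13827896, fell from 8.54 ± 0.12 (SD, n = 4) to 8.10 ± 0.25 (SD, n = 3), a difference of -0.44 (SE 0.11, adjusted p = 0.0346). *Gng10*, on chromosome 4 from 59035088 to 59041903, fell from 6.45 ± 0.14 (SD, n = 4) to 6.07 ± 0.02 (SD, n = 3), a difference of -0.38 (SE 0.094, adjusted p = 0.0326). The groups did not overlap for any of the 3 genes. Aspartame 2 was at 5.37 for *Gng13*, at 8.69 for *Gng4* and at 6.79 for *Gng10*, the last above every other library. With all 8 libraries the differences were -0.40, -0.30 and -0.20, each with an adjusted p = 0.903. With the trend with GC content and length removed, the difference of *Gng13*, whose transcript has a GC content of 58.7%, was -0.60 (adjusted p = 0.0210), that of *Gng4* -0.39 (adjusted p = 0.0878) and that of *Gng10* -0.16 (adjusted p = 0.310). The call of *Gng13* was lost without water 3 (adjusted p = 0.0509), that of *Gng4* without water 1, water 2, water 3, water 4 or aspartame 4 (adjusted p from 0.0631 to 0.0915), and that of *Gng10* without water 2, water 3, water 4, aspartame 1 or aspartame 4 (adjusted p from 0.0664 to 0.114).

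**Figure D2:**
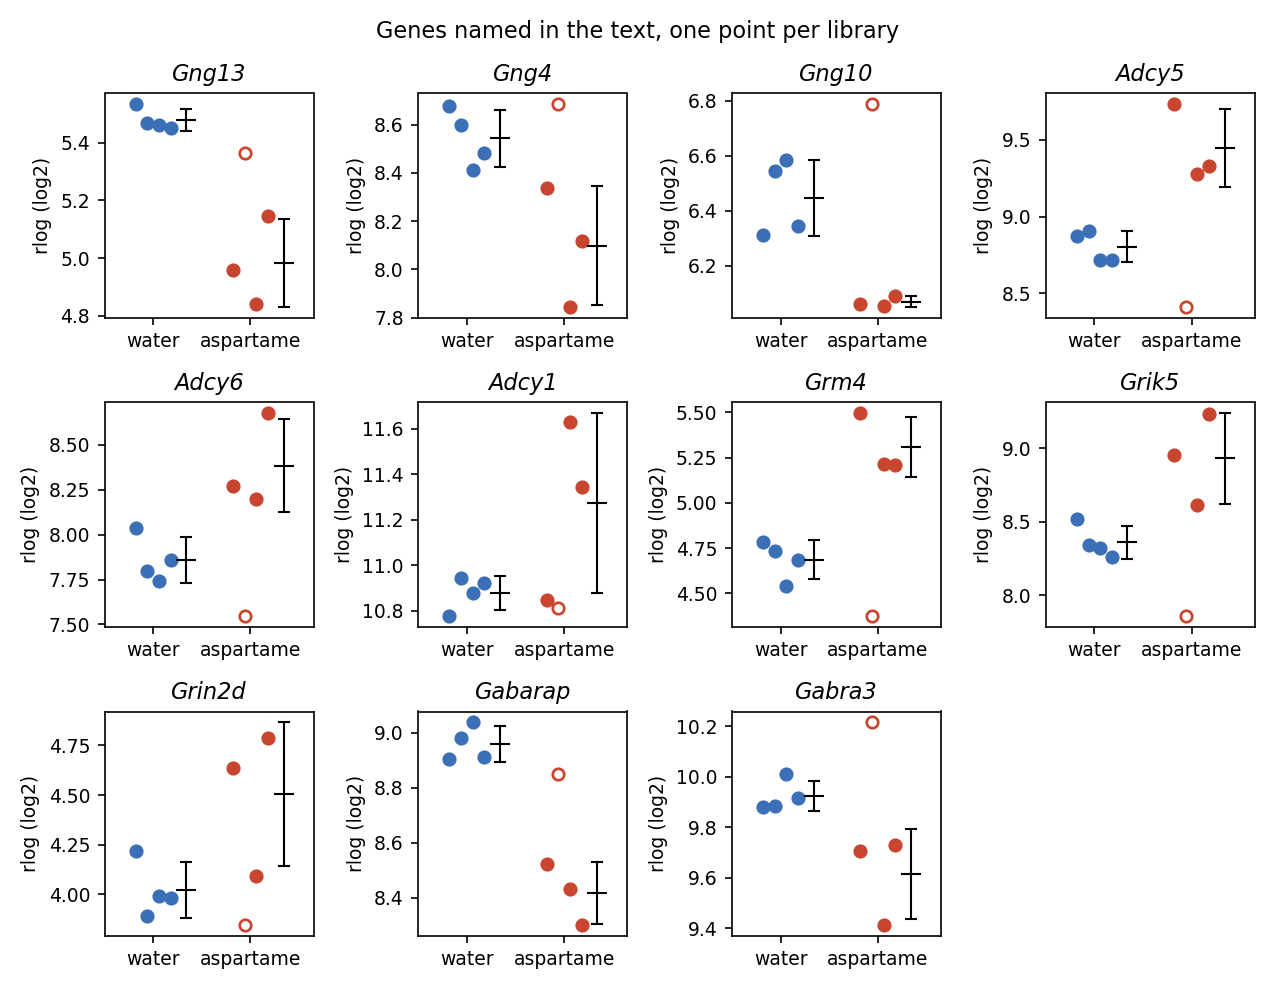
Rlog (log2) in each of the 8 libraries for 11 genes that the paper names, one panel per gene, with plain water and aspartame side by side. Points are libraries, the open circle is aspartame 2, and the dash and bar are the mean and SD of the 4 plain water libraries and of aspartame 1, 3 and 4. For *Gng13* the plain water libraries lie between 5.45 and 5.54 and aspartame 1, 3 and 4 between 4.84 and 5.15, with aspartame 2 at 5.37.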

Among the up-regulated DEGs, *Adcy5, Adcy6,* and *Adcy1* (adenylate cyclase 5, 6, and 1, part of the G protein-cyclin AMP signaling) were shared by both the glutamatergic and GABAergic synapse pathways. Thus, aspartame exposure produced significant effects on G_i/o_ intracellular second messenger pathway in the amygdala. 

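*Adcy5* and *Adcy6*, whose products make cyclic AMP and are inhibited by G_i proteins, rose with aspartame. *Adcy5*, on chromosome 16 from 35154877 to 35305738, rose from 8.80 ± 0.10 (SD, n = 4) to 9.45 ± 0.25 (SD, n = 3), a difference of 0.64 (SE 0.11, adjusted p = 0.0107). *Adcy6*, on chromosome 15 from 98589973 to 98610076, rose from 7.86 ± 0.13 (SD, n = 4) to 8.38 ± 0.26 (SD, n = 3), a difference of 0.52 (SE 0.12, adjusted p = 0.0232). *Adcy1*, a cyclase stimulated by calcium and calmodulin, was at 10.88 ± 0.075 (SD, n = 4) in plain water and at 11.27 ± 0.40 (SD, n = 3) with aspartame, and its difference of 0.39 (SE 0.14) did not pass the test (adjusted p = 0.108). In aspartame 2, *Adcy5* was at 8.41, *Adcy6* at 7.54 and *Adcy1* at 10.81. Over all 8 libraries, the differences were 0.38, 0.31 and 0.28, with an adjusted p = 0.903 for each. *Adcy5* is also 1 of 24 tested markers of striatal projection neurons, of which 4 rose and none fell (9 rose when adjusted over the list alone). Their mean relative to plain water was 0.86 in aspartame 1, -0.057 in aspartame 2, 0.47 in aspartame 3 and -0.0013 in aspartame 4, and from -0.22 to 0.30 in the plain water libraries. Neither *Adcy5* (adjusted p = 0.187) nor *Adcy6* (adjusted p = 0.0936) was called with the trend with GC content and length removed, and their transcripts have a GC content of 59.5% and 55.4%. The call of *Adcy6* was lost without water 2, water 3, water 4 or aspartame 4 (adjusted p from 0.0620 to 0.0833), and *Adcy1* was called without aspartame 1.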

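Of 9 adenylate cyclase genes tested, *Adcy5* and *Adcy6* rose and none fell (4 rose when adjusted over the list alone). *Adcy4* differed by 0.27 (adjusted p = 0.0547) and *Adcy2* by -0.16 (adjusted p = 0.338). As a family the cyclases did not pass the camera test (adjusted p = 0.0542), and passed it without water replicate 2 (adjusted p = 0.0470), without water replicate 4 (0.0352), without aspartame replicate 1 (0.0327), without aspartame replicate 4 (0.0366) and with age as covariate (0.0281). After removal of the trend with GC content and length, they gave an adjusted p = 0.896. Their mean relative to plain water was 0.208, 0.205 and 0.227 in aspartame 1, 3 and 4 and -0.175 in aspartame 2, and the median GC content of their transcripts was 55.4%. Of 15 genes for G protein alpha and beta subunits, 0 were called by limma, over all genes or over the list alone, 4 had an unadjusted p under 0.05, and the camera test gave an adjusted p = 0.219. The alpha subunits that inhibit the cyclases had differences of -0.21 for *Gnai1* (adjusted p = 0.217), 0.21 for *Gnai2* (adjusted p = 0.189) and -0.16 for *Gnai3* (adjusted p = 0.307). *Gnas*, the alpha subunit that stimulates them, had a difference of 0.35 (SE 0.10, adjusted p = 0.0558). With aspartame 2 included, limma called 0 genes of either family (0 at an unadjusted p under 0.05), and the camera test of the cyclases gave an adjusted p = 0.175. *Gnas* was called without water 1, without aspartame 3 and with a minimum mean rlog of 5.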

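*Glul*, the glutamine synthetase of astrocytes, rose from 12.25 ± 0.084 (SD, n = 4) in plain water to 12.66 ± 0.094 (SD, n = 3) with aspartame, a difference of 0.41 (SE 0.085, adjusted p = 0.0176). It lies on chromosome 1 from 153899944 to 153909723. *Cacna1a*, the alpha-1 subunit of the P/Q-type calcium channel, rose by 0.47 (SE 0.09, adjusted p = 0.0136), and *Cacna1d*, that of an L-type channel, by 0.34 (SE 0.082, adjusted p = 0.0313). *Cacna1c*, the other L-type subunit of the heat maps, differed by 0.30 (SE 0.092) and did not pass the test (adjusted p = 0.0647). Water 2, at 12.37, lay above the other plain water libraries for *Glul* but below all of aspartame 1, 3 and 4. In aspartame 2 the rlog relative to plain water was -0.064 for *Glul*, -0.31 for *Cacna1a*, -0.13 for *Cacna1d* and -0.055 for *Cacna1c*. When aspartame 2 was included, the differences were 0.29, 0.28, 0.22 and 0.21, and each gene had an adjusted p = 0.903. With the trend with GC content and length removed, *Glul* was called (difference 0.49, adjusted p = 0.0252) and *Cacna1a* (adjusted p = 0.344) and *Cacna1d* (adjusted p = 0.0592) were not. The call of *Glul* was lost without water 3, water 4 or aspartame 4 (adjusted p from 0.0609 to 0.0750), that of *Cacna1a* without water 3 or water 4 (adjusted p from 0.0545 to 0.0547) and that of *Cacna1d* without water 1, water 2, water 3, water 4 or aspartame 4 (adjusted p from 0.0527 to 0.111), and *Cacna1c* was called without aspartame 1.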

Other up-regulated DEGs common to glutamatergic and GABAergic synapse pathways included *Glul* (glutamate-ammonia ligase, a key enzyme in the biosynthesis of glutamate and GABA) *Cacna1A*, *Cacna1C,* and *Cacna1D* (calcium voltage-gated channel subunit genes that regulate ionotropic receptor signaling).

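*Grm4*, a presynaptic metabotropic glutamate receptor coupled to G_i/o proteins, rose from 4.69 ± 0.11 (SD, n = 4) in plain water to 5.31 ± 0.17 (SD, n = 3) with aspartame, a difference of 0.62 (SE 0.10, adjusted p = 0.0105). It lies on chromosome 17 from 27422387 to 27521403. *Grik5*, a kainate receptor subunit, on chromosome 7 from 25009849 to 25072346, rose from 8.36 ± 0.11 (SD, n = 4) to 8.93 ± 0.31 (SD, n = 3), a difference of 0.57 (SE 0.13, adjusted p = 0.0226). *Grin2d*, an NMDA receptor subunit, on chromosome 7 from 45831883 to 45878378, was at 4.02 ± 0.14 (SD, n = 4) in plain water and at 4.50 ± 0.36 (SD, n = 3) with aspartame, and its difference of 0.48 (SE 0.14) did not pass the test (adjusted p = 0.0588). For *Grm4* and *Grik5* the groups did not overlap, whereas aspartame 3, at 4.09, was below water 1, at 4.22, for *Grin2d*. Aspartame 2 was at 4.37 for *Grm4*, at 7.86 for *Grik5* and at 3.84 for *Grin2d*, in each case below every plain water library. In all 8 libraries together, the differences were 0.39, 0.30 and 0.32, with an adjusted p = 0.903 for each. The GC content of the transcripts is 61.7% for *Grm4*, 62.3% for *Grik5* and 65% for *Grin2d*, and with the trend with GC content and length removed the adjusted p was 0.158, 0.102 and 0.770. The call of *Grik5* was lost without water 2, water 3, water 4, aspartame 1 or aspartame 4 (adjusted p from 0.0548 to 0.0759), and *Grin2d* was called without aspartame 3.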

Among the up-regulated DEGs in the glutamatergic pathway, *Grm4* (Glutamate metabotropic receptor 4, presynaptic) was at position #8, *Grik5* (Glutamate Ionotropic Receptor Kainate Type Subunit 5, presynaptic) at #12, and *Grin2d* (NMDA receptor 2D, postsynaptic) at #15 (Fig. 2*B*). 

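*Shank1*, *Shank2* and *Shank3*, which organize the postsynaptic density of excitatory synapses, rose with aspartame. *Shank1*, on chromosome 7 from 44310253 to 44360572, rose from 9.36 ± 0.059 (SD, n = 4) to 10.46 ± 0.60 (SD, n = 3), a difference of 1.10 (SE 0.20, adjusted p = 0.0125). *Shank2*, on chromosome 7 from 144001928 to 144424494, rose by 0.65 (SE 0.13, adjusted p = 0.0174), and *Shank3*, on chromosome 15 from 89499623 to 89560261, by 0.59 (SE 0.086, adjusted p = 0.00881). Of 15 postsynaptic density scaffolds tested, 8 rose and none fell, over all genes and when adjusted over the list alone. Among them were *Dlgap3*, which links PSD-95 to Shank proteins (0.83, adjusted p = 0.0114), and *Dlgap4* (0.47, adjusted p = 0.0266). *Homer1* (-0.083, adjusted p = 0.644) and *Dlg2* (-0.081, adjusted p = 0.630) did not pass the test. The list, which holds genes that the paper names and is not independent evidence, stood above other genes (camera, adjusted p = 5.1e-05, and adjusted p = 0.432 with an estimated correlation). The median GC content of its transcripts was 55.0%. In aspartame 2 the rlog of *Shank1* was 8.81, that of *Shank2* 8.40 and that of *Shank3* 7.64, each below every plain water library. With all 8 libraries the differences were 0.68, 0.38 and 0.34 (adjusted p = 0.903 for each). The list then had a camera adjusted p = 0.000998 at the preset correlation of 0.01, far below the 0.43 estimated from the 7 libraries. No Shank gene was called with the trend with GC content and length removed (adjusted p = 0.0636, 0.0836 and 0.214), where the list had a camera adjusted p = 0.0167, also at the preset correlation. The call of *Shank1* was lost without water 3 (adjusted p = 0.0501), that of *Shank2* without water 3 or water 4 (adjusted p from 0.0565 to 0.0606) and that of *Dlgap4* without water 2, water 3, water 4 or aspartame 4 (adjusted p from 0.0651 to 0.0913).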

All three members of the SH3 and multiple ankyrin repeat domains (Shank) family, namely *Shank1*, *Shank2,* and *Shank3,* located at the glutamatergic postsynaptic terminal were also up-regulated (Fig. 2*B*).

Among the down-regulated genes in the GABAergic synapse pathway were three postsynaptic GABA-A receptor associated genes. These were *Gabarap* (GABA-A receptor associated protein) at the #1 position, *Gabra3* (GABA-A subunit alpha 3) at the #4 position, and *Gabrg2* (GABA-A subunit gamma 2) at the #5 position (Fig. 2*C*).

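*Gabarap*, a protein that binds the GABA-A receptor and takes part in its transport, fell from 8.96 ± 0.064 (SD, n = 4) in plain water to 8.42 ± 0.11 (SD, n = 3) with aspartame, a difference of -0.54 (SE 0.079, adjusted p = 0.00881). It lies on chromosome 11 from 69991143 to 69994951. *Gabra3*, on chromosome X from 72432681 to 72656848, was at 9.92 ± 0.06 (SD, n = 4) and 9.62 ± 0.18 (SD, n = 3), and its difference of -0.31 (SE 0.089) did not pass the test (adjusted p = 0.0543). For each of these genes, aspartame 1, 3 and 4 lay below every plain water library. Aspartame 2 was at 8.85 for *Gabarap*, below every plain water library, and at 10.22 for *Gabra3*, above every other library. Over all 8 libraries, the differences were -0.43 (adjusted p = 0.903) and -0.16 (adjusted p = 0.909). The GC content of the transcripts is 50.8% for *Gabarap* and 43.1% for *Gabra3*. After removal of the trend with GC content and length, *Gabarap* was called (difference -0.39, adjusted p = 0.0310). *Gabra3* was called with a minimum mean rlog of 5, with a median shift and with quantile normalization.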

Thus, an unbiased transcriptome-wide analysis identified G protein, glutamate, and GABA signaling as targets of the aspartame exposure.

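Genes of the synaptic vesicle cycle were among those that changed, beside receptors, scaffolds and G protein subunits. Of 49 tested, 9 rose and 3 fell (13 rose and 6 fell when adjusted over the list alone). *Dnm1*, the dynamin of synaptic vesicle endocytosis, rose by 0.56 (SE 0.093, adjusted p = 0.0106), *Cplx1*, a regulator of vesicle fusion, by 0.44 (SE 0.073, adjusted p = 0.0106), and *Unc13a*, a vesicle priming factor, by 0.43 (SE 0.10, adjusted p = 0.0290). *Atp6v1h*, a subunit of the proton pump that acidifies vesicles, fell by 0.37 (SE 0.071, adjusted p = 0.0136). Called genes were more frequent in this list than among all genes tested (Fisher's exact test, one-sided, p = 0.000883, adjusted p = 0.00648), and the list did not pass the camera test (adjusted p = 0.133). It holds *Cacna1a*, *Cacna1b*, *Slc17a8* and *Slc32a1*, which the paper's heat maps show and of which 3 were called, so that it is not independent evidence. With the trend with GC content and length removed, 6 genes of the list were called (Fisher's exact test, one-sided, unadjusted p = 0.000641). The rlog in aspartame 2 relative to plain water was -0.34 for *Dnm1*, -0.38 for *Cplx1* and 0.19 for *Atp6v1h*. With aspartame 2 included, limma called 0 genes of the list (6 at an unadjusted p under 0.05), and the differences of these genes were 0.33, 0.23 and -0.23 (adjusted p = 0.903, 0.903 and 0.903). The call of *Cplx1* was lost without water 3 (adjusted p = 0.0501), that of *Unc13a* without water 3, water 4 or aspartame 4 (adjusted p from 0.0899 to 0.0996), and that of *Atp6v1h* without water 3 or water 4 (adjusted p from 0.0529 to 0.0612). From the enrichment of the glutamatergic and GABAergic synapse pathways and from the direction of the genes in them, the paper concludes that G protein, glutamate and GABA signaling are targets of the aspartame exposure. The paper also measured *Grin2d*, *Grm4* and *Gabarap* by quantitative PCR in males and females, with *Grin2d* and *Grm4* higher and *Gabarap* lower with aspartame. Together with these data and the response to diazepam, the paper proposes that the balance of excitation and inhibition in the amygdala shifts toward glutamatergic signaling.

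**Figure D3:**
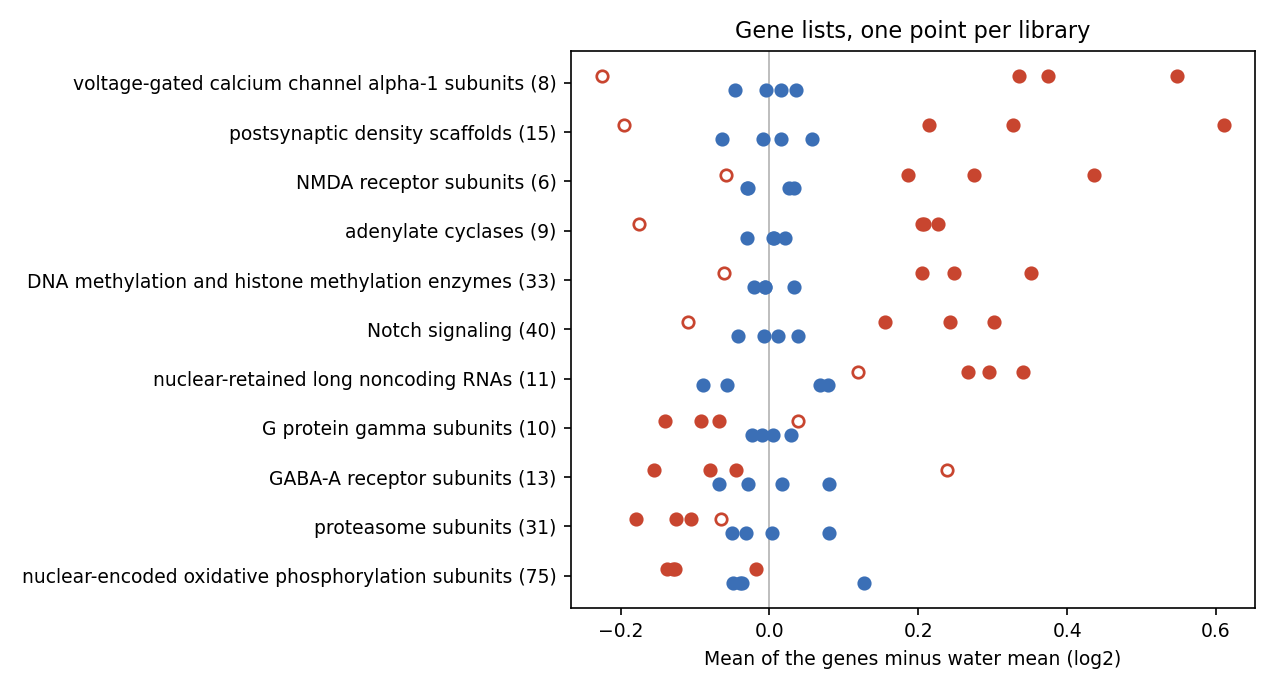
Mean rlog of the genes of 11 lists in each library, minus the mean of the plain water libraries (log2), with 1 line of points per list. Points are libraries colored by group, and the open circle is aspartame 2. The mean of the postsynaptic density scaffolds is between 0.21 and 0.61 in aspartame 1, 3 and 4 and -0.20 in aspartame 2.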

Since the RNA sequencing was limited to male mice, we used quantitative PCR to verify changes in the expression of two glutamatergic synapse and one GABAergic synapse-related genes in amygdala samples from male and female mice. The expression of mRNA for *Grin2d* and *Grm4* showed a significant effect of drinking water treatment [Fig. 3 *A* and *B*; aspartame > plain drinking water; two-way ANOVA; *Grin2d*, F_(1,16)_ = 45.59, *P *< 0.01; *Grm4*, F_(1,16)_ = 69.2, *P *< 0.0001] but neither the effects of sex [Fig. 3 *A* and *B*; *Grin2d*, F_(1,16)_ = 1.25, *P *> 0.05; *Grm4,* F_(1,16)_ = 0.34, *P* > 0.05] nor the interaction between drinking water treatment and sex [*Grin2d*; F_(1,16)_ = 0.45, *P* > 0.05; *Grm4*, F_(1,16)_ = 0.01, *P *> 0.05] were significant. Thus, aspartame exposure up-regulated *Grm4* and *Grin2d* mRNAs in male and female amygdala. The expression of *Gabarap* mRNA showed a significant effect of drinking water treatment [Fig. 3*C*; aspartame < plain drinking water; two-way ANOVA; F_(1,16)_ = 15.27, *P* < 0.01], but the effects of sex [Fig. 3*C*; F_(1,16)_ = 0.12, *P* > 0.05] and the interaction between drinking water treatment and sex [F_(1,16)_ = 0.02, *P *> 0.05] were not significant. Thus, the aspartame exposure down-regulated *Gabarap* mRNA expression in male and female amygdala.

**Fig. 3.**
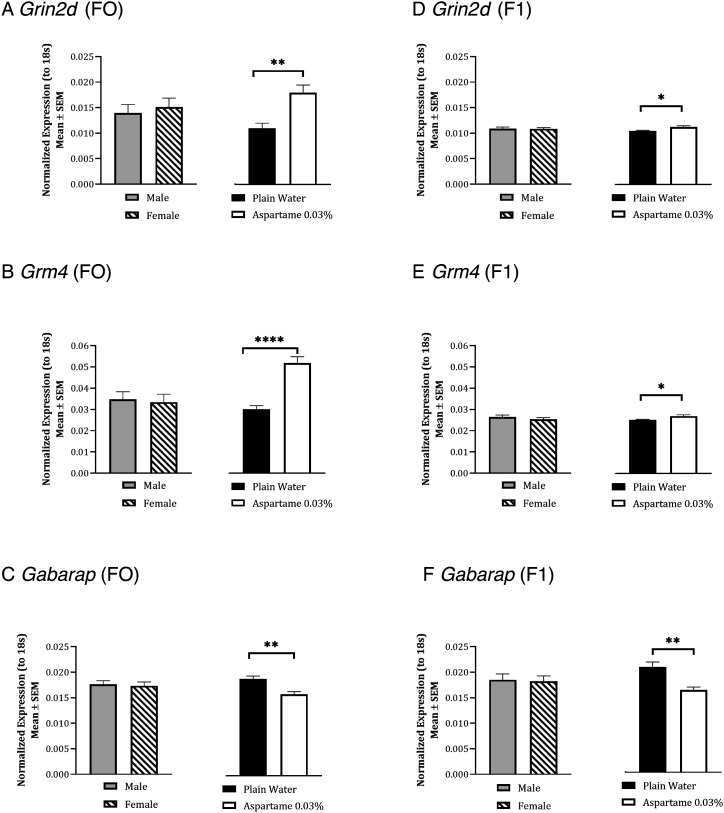
Quantitative PCR analysis of expression of mRNAs for genes in the glutamatergic synapse and GABAergic synapse KEGG pathways in F0 (*A*–*C*) and F1 (*D*–*F*) generations in the amygdala of male and female mice exposed to 0.03% aspartame or plain water for 12 wk. In each analysis, expression of the mRNA of interest was normalized to that of ribosomal 18s RNA. Two-way ANOVA did not show significant effect of sex any of the analyses. Therefore, data from male and female mice were combined and analyzed. There was a significant upregulation of mRNA for glutamatergic genes *Grin2d* and *Grm4* in the F0 (*A* and *B*) and F1 (*D* and *E*) generations and significant downregulation of the GABA-A receptor associate gene *Gabarap* in the F0 (*C*) and F1 (*F*) generations in the aspartame group. * = *P *< 0.05; ** = *P *< 0.01; **** = *P *< 0.0001.

In summary, RNA sequencing and quantitative PCR revealed significant changes in the glutamatergic and GABAergic synapse pathway in the amygdala in male mice exposed to 0.03% aspartame. These data together with the diazepam data suggest a shift in the excitation-inhibition (or glutamate-GABA signaling, respectively) balance in the amygdala toward excitation (or glutamatergic signaling).

### Transgenerational Transmission.

Recent evidence suggests that a variety of environmental factors produce phenotypes that are inherited by multiple generations descending from the directly exposed individuals (55–66). Whether the anxiety produced by aspartame exposure shows heritability was not known. To address this issue, we bred male mice exposed to 0.03% or 0.015% aspartame-containing drinking water for 12 wk with aspartame-naïve female mice to produce the F1 generation. The F0 males were being exposed to aspartame at the time of the breeding. A parallel set of male and female mice consuming plain drinking water were bred to produce another set of F1 mice. Thus, three paternal lineages of F1 mice were produced: the 0.03% and 0.015% aspartame lineages and the plain drinking water lineage. We did not generate F1 mice from female aspartame—or plain drinking water exposed founders. In other words, we did not examine maternal lineages.

We produced the F1 mice from F0 male mice following 12 wk of aspartame exposure, even though anxiety was evident in the F0 mice following only 6 wk of aspartame exposure (Fig. 1*A*) because our previous data showed that 12 wk of exposure to saccharin (56), another artificial sweetener or nicotine (67) was required to produce heritable phenotypes.

The F1 male mice derived from the 12-wk paternal 0.03% aspartame lineage were bred with aspartame-naïve females to produce the F2 generation. A set of F1 male mice from F0 plain drinking water lineage were also bred with aspartame-naïve females to produce the F2 generation. Thus, two paternal lineages of F2 mice were derived: F1 0.03% aspartame lineage and F1 plain drinking water lineage. We did not produce F2 mice from the 0.015% aspartame lineage.

In the present study, our focus is on patrilineal transmission. Therefore, we did not examine maternal lineages, although matrilineal transmission of the effects of environmental factors has been reported [Review in ref. 68].

The potential effects of aspartame lineage on developmental milestones in the early postnatal period were examined in the F1 and F2 generations. The litter size at birth; body weight at each of the first three postnatal weeks; time of eye opening, ear detachment, or fur appearance did not show significant effects of paternal lineage in F1 or F2 generations (*SI Appendix*, Table S5).

The time spent in the center areas in the OFT in F1 and F2 mice from the 0.03% aspartame or plain water lineages showed a significant effect of paternal lineage [Fig. 4 *A* and *B*; aspartame < plain drinking water, two-way ANOVA; F1: F_(1,16)_ = 222.1; *P* < 0.0001; F2: F_(1,12)_ = 24.03, *P *< 0.001], but the effects of sex [F1: F_(1,16)_ = 0.057; *P* > 0.05; F2: F_(1,12)_ = 0.38, *P *> 0.05] or the interactions between lineage and sex [F1: F_(1,16)_ = 0.12; *P* >0.05; F2: F_(1,12)_ = 0.79, *P *> 0.05] were not significant. The total distance traveled in the OFT did not show significant effects of paternal lineage [*SI Appendix*, Fig. S2*A*: two-way ANOVA; F1: F_(1,16)_ = 0.03, *P *> 0.05; F2: F_(1,12)_ = 0.08, *P *> 0.05], sex [F1: F_(1,16)_ = 0.0006, *P *> 0.05; F2: F_(1,12)_ = 0.003, *P *> 0.05], or interaction between lineage and sex [F1: F_(1,16)_ = 0.1, *P *> 0.05; F2: F_(1,12)_ = 0.01, *P *> 0.05].

**Fig. 4.**
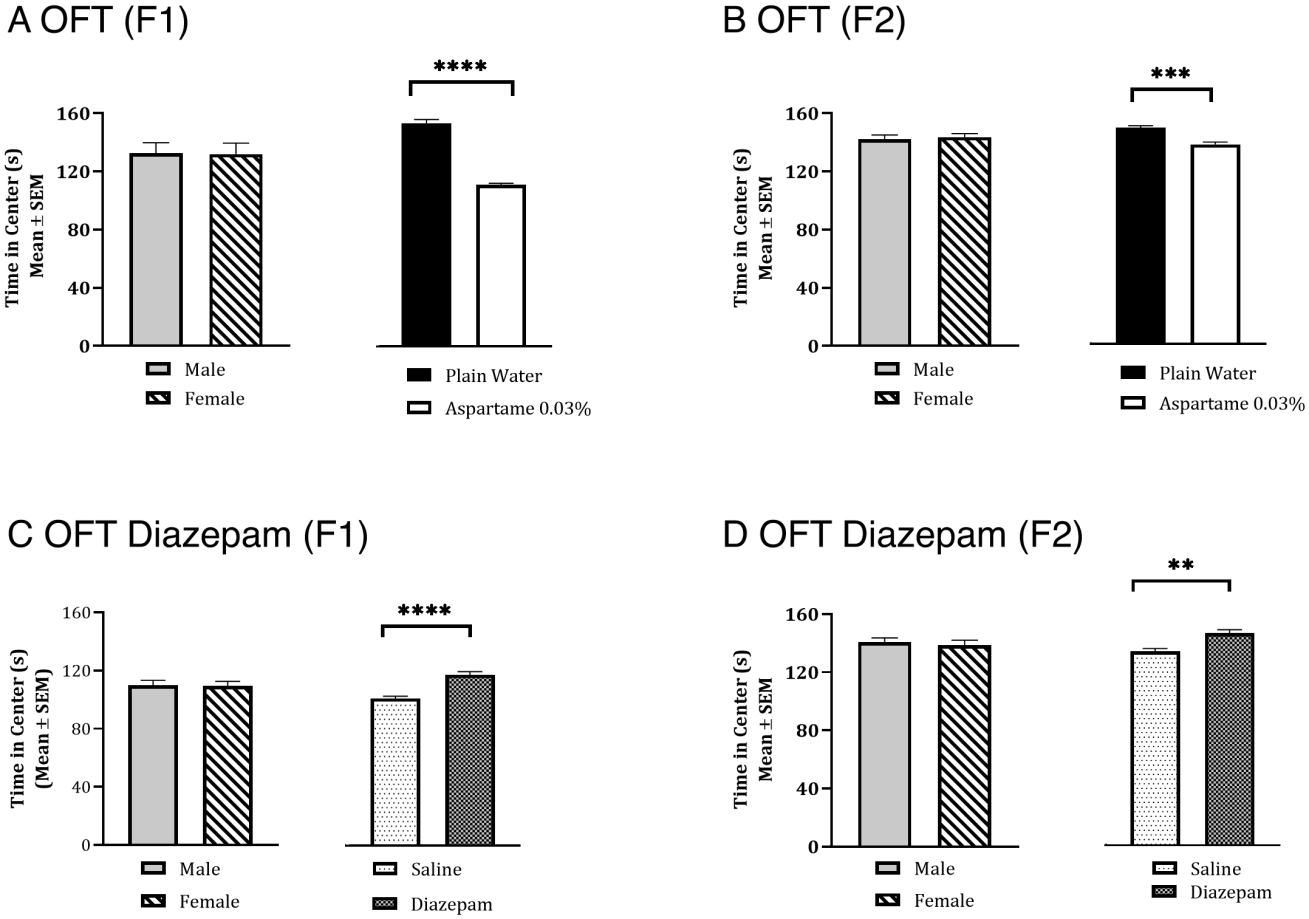
Anxiety-like behavior in male and female mice in the F1 (*A*) and F2 (*B*) generations descending from the paternal aspartame lineage and response to diazepam (*C* and *D*) were analyzed using the open field test (OFT). Two-way ANOVA showed no significant effect of sex in F1 or F2 generations. Therefore, data from male and female mice were analyzed together. The mice from the paternal aspartame lineage spent significantly shorter time in the center areas of the open field compared to their counterparts from the plain water lineage in F1 (*A*) and F2 (*B*) generations (male + female combined). Male and female mice from F1 and F2 generations were examined in the OFT 30 min following a single intraperitoneal administration of saline (*C* and *D*). The same mice received diazepam (3 mg/kg, i.p.) 48 h. later and were re-examined in the OFT 30 min after the diazepam administration. Repeated Measures ANOVA did not show significant effect of sex. Therefore, data from male and female mice were combined and analyzed. The time spent in the center areas was significantly reduced following the diazepam administration compared to the earlier saline administration in F1 (*C*) and F2 (*D*) generations (male + female). *** = *P *< 0.001; **** = *P *< 0.0001.

We performed OFT in F1 mice derived from the 0.015% aspartame or plain water lineages. The time spent in the center areas in the OFT showed a significant effect of paternal lineage [*SI Appendix*, Fig. S2*C*; two-way ANOVA F_(1,16)_ = 59.47, *P *< 0.0001], but the effects of sex [*SI Appendix*, Fig. S2*C*; F_(1,16)_ = 1.86, *P *> 0.05] and the interaction between lineage and sex [F_(1,16)_ = 2.19, *P *> 0.05] were not significant. The total distance traveled in the OFT did not show significant effects of paternal lineage [*SI Appendix*, Fig. S2*D*; two-way ANOVA; F_(1,16)_ = 0.05, *P *> 0.05], sex [F_(1,16)_ = 1.05, *P *> 0.05] or interaction between lineage and sex [F_(1,16)_ = 1.52, *P *> 0.05].

In summary, male and female mice in the F1 generation derived from the 0.03% and 0.015% paternal aspartame lineage showed significant anxiety-like behavior, suggesting that anxiety produced by both doses of aspartame was heritable. The F2 male and female mice from the 0.03% paternal lineage also showed anxiety, demonstrating transmission of aspartame-induced anxiety up to two generations.

Next, we examined whether the anxiety in the F1 and F2 generations produced from the 0.03% aspartame paternal lineage responded to diazepam treatment in a manner consistent with that of the F0 founder mice. We analyzed the time spent in the center areas in the OFT in F1 and F2 mice 30 min following a single diazepam (3 mg/kg; i.p.) or vehicle administration. There was a significant effect of diazepam [Fig. 4 *C* and *D*; diazepam > saline two-way Repeated Measures ANOVA; F1: F_(1,16)_ = 38.85, *P *< 0.0001; F2: F_(1,12)_ = 15.6, *P *< 0.01], but the effects of sex [Fig. 4 *C* and *D*; F1: F_(1,16)_ = 0.03, *P *> 0.05; F2: F_(1,12)_ = 0.40, *P *> 0.05] or interactions between sex and diazepam treatment [F1: F_(1,16) _= 0.71, *P *> 0.05; F2: F_(1,12)_ = 0.001, *P *> 0.05] were not significant. The total distance traveled in the OFT did not show significant effects of diazepam [*SI Appendix*, Fig. S4 *B* and *C*; two-way ANOVA; F1: F_(1,16)_ = 0.03, *P *> 0.05; F2: F_(1,12)_ = 0.08, *P *> 0.05], sex [F1: F_(1,16)_ = 0.001, *P *> 0.05; F2: F_(1,12)_ = 0.003, *P *> 0.05], or interaction between sex and diazepam [F1: F_(1,16)_ = 0.01, *P *> 0.05; F2: F_(1,12)_ = 0.01, *P *> 0.05].

Thus, the anxiety was significantly reduced by diazepam in the F1 and F2 generations suggesting that the changes in glutamate-GABA signaling attributed as a mechanism for the anxiety behavior in the F0 generation may be the mechanism in the F1 and F2 generations as well. In other words, not only the behavioral phenotype but also the mechanistic basis of the phenotype showed transgenerational transmission from F0 to F1 to F2 generation.

Although diazepam administration increased the time spent in the center areas in the OFT in male and female aspartame-exposed mice in F0, F1, and F2 generations, we examined whether the diazepam treatment “normalized” the behavior in the aspartame group in all three generations compared to the behavior of male and female mice in the plain drinking water group receiving saline (i.e., at baseline). For this analysis, we considered the F0 male and female mice in the plain drinking water group that received saline as the single baseline control group (rather than using separate F0, F1, and F2 plain water + saline controls), because there was no significant difference in time spent in the center areas among males and females in the three groups [one-way ANOVA, F_(2,23)_ = 2.42, *P *> 0.05].

Two-way ANOVA revealed that the diazepam treatment produced significant effects [F_(3,26)_ = 29.61, *P *< 0.0001], but neither the effect of sex [F_(1,26)_ = 0.56, *P *> 0.05] nor that of the interaction between sex and diazepam [F_(3,26)_ = 0.58, *P *> 0.05] was significant. Dunnett’s multiple comparisons test (*SI Appendix*, Fig. S4*D*) showed significant differences in the time spent in the center areas in F0 and F1 mice between aspartame group receiving diazepam and the plain drinking water group receiving saline vehicle [plain drinking water + saline > aspartame + diazepam; male = *P* < 0.01; females = *P *< 0.001]. However, the same comparisons for the F2 generation did not show significant differences [*SI Appendix*, Fig. S4*D*; *P *> 0.05].

To examine whether the changes in amygdala gene expression also showed transgenerational transmission, we used quantitative PCR to analyze mRNA expression of *Grm4, Grin2d,* and *Gabarap* in the amygdala of male and female F1 and F2 mice. The mRNA for all three genes in the F1 generation showed a significant effect of lineage [Fig. 3 *D*–*F*; two-way ANOVA; aspartame > plain drinking water*: Grin2d*, F_(1,8)_ = 6.63, *P *< 0.05; *Grm4* F_(1,8)_ = 6.98, *P *< 0.05; aspartame < plain drinking water: *Gabarap*, F_(1,16)_ = 14.23, *P *< 0.01], but neither the effect of sex [*Grin2d*, F_(1,8)_ = 0.01, *P *> 0.05; *Grm4,* F_(1,8)_ = 1.40, *P *> 0.05; *Gabarap*, F_(1,16)_ = 0.06, *P *> 0.05] nor the interaction between lineage and sex [*Grin2d*, F_(1,8)_ = 0.31, *P* > 0.05; *Grm4,* F_(1,8)_ = 0.01, *P *> 0.05, *Gabarap*, F_(1,16)_ = 0.08, *P *> 0.05] was significant.

However, mRNA expression for none of the three genes in the F2 generation showed significant effects of lineage [*SI Appendix*, Fig. S3 *A*–*C*; two-way ANOVA; *Grin2d*, F_(1,8)_ = 2.93, *P *> 0.05; *Grm4*, F_(1,8)_ = 2.09, *P *> 0.05; *Gabarap*, F_(1,12)_ = 0.89, *P *> 0.05], sex [*Grin2d*, F_(1,8)_ = 0.38, *P *> 0.05; *Grm4*, F_(1,8)_ = 0.1, *P *> 0.05; *Gabarap*, F_(1,12)_ = 0.14, *P *> 0.05], or interaction between lineage and sex [*Grin2d*, F_(1,8)_ = 0.01, *P *> 0.05; *Grm4*, F_(1,8)_ = 0.14, *P *> 0.05; *Gabarap*, F_(1,12)_ = 0.003, *P *> 0.05].

Thus, the mRNA expression data showed that the aspartame-induced changes in *Grin2d*, *Grm4,* and *Gabarap* were transmitted from the F0 to F1 generation but not from F1 to F2 generations.

## Discussion

Our data show that daily consumption of aspartame via drinking water at doses that are the mouse equivalents of 7 to 15% of the human maximum DIV or 2–4 small (8 oz) cans of aspartame-sweetened diet soda produces anxiety in male and female mice. The anxiety is alleviated by diazepam, a positive allosteric modulator of the GABA-A receptor and a drug used in the treatment of generalized anxiety disorder. The aspartame exposure disrupts gene expression in the amygdala, a brain region associated with regulation of anxiety and fear responses. Perhaps more importantly, especially from a public health perspective, the aspartame-induced anxiety, its response to diazepam, and the changes in amygdala gene expression are heritable along the paternal lineage.

Since the aspartame-induced anxiety was alleviated by a single administration of diazepam, downregulation of GABA-A receptor signaling appears to be an underlying mechanism. RNA sequencing and quantitative PCR demonstrated downregulation of three GABA-A receptor associated genes, namely *Gabarap*, *Gabra3,* and *Gabrg2* in the amygdala. In addition, genes for three G_i/o_ protein subunits, namely *Gng13*, *Gng4,* and *Gng10* that are associated with GABA-B autoreceptor signaling were also down-regulated, suggesting that aspartame’s effects in the amygdala on GABA neurotransmission may include the ionotropic GABA-A receptor as well as the metabotropic GABA-B receptor.

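Of 13 GABA-A receptor subunit genes tested, 1 fell and none rose (2 fell when adjusted over the list alone). *Gabrg1*, a gamma subunit, differed by -0.29 (SE 0.10, adjusted p = 0.0977) and *Gabrb2*, a beta subunit, by 0.078 (adjusted p = 0.619), and neither passed the test. The mean of the subunits relative to plain water was -0.081, -0.046 and -0.16 in aspartame 1, 3 and 4 and 0.24 in aspartame 2. The median GC content of their transcripts was 42.2%. Of 16 genes for proteins that traffic or cluster the receptor, *Gabarap* fell and *Lhfpl4* and *Nlgn2* rose (2 rose and 2 fell when adjusted over the list alone). *Lhfpl4*, a receptor partner needed for its clustering at synapses, rose by 0.51 (SE 0.09, adjusted p = 0.0118), and *Nlgn2*, an adhesion protein of inhibitory synapses, by 0.45 (SE 0.12, adjusted p = 0.0376). With the trend with GC content and length removed, limma called *Lhfpl4* (difference 0.31, adjusted p = 0.0369) and did not call *Nlgn2* (difference 0.085, adjusted p = 0.506). *Gabarapl2*, a relative of *Gabarap*, differed by -0.32 (adjusted p = 0.0551), and *Gphn*, the scaffold gephyrin, by -0.14 (adjusted p = 0.420). As groups, neither the subunits (camera, adjusted p = 0.133) nor the associated proteins (adjusted p = 0.733) passed the test against other genes. When aspartame 2 was included, limma called 0 genes of either list (0 and 3 at an unadjusted p under 0.05), 1 gene of the associated proteins passed when adjusted over the list alone, and the camera test gave an adjusted p = 0.938 for the subunits. The call of *Lhfpl4* was lost without water 3 (adjusted p = 0.0501) and that of *Nlgn2* without water 2, water 3, water 4, aspartame 1 or aspartame 4 (adjusted p from 0.0869 to 0.131).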

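Of 10 G protein gamma subunit genes tested, *Gng13*, *Gng4* and *Gng10* fell and *Gng7* rose (4 fell and 1 rose when adjusted over the list alone). *Gng5* differed by -0.28 (adjusted p = 0.102), *Gng3* by 0.22 (adjusted p = 0.206) and *Gng2* by 0.046 (adjusted p = 0.803), and these did not pass the test. Called genes were more frequent in this family than among all genes tested (Fisher's exact test, one-sided, p = 0.00817, adjusted p = 0.0399), whereas the family did not pass the camera test (adjusted p = 0.165). The family holds the genes that the paper names and is not independent evidence. The GABA-B receptor genes *Gabbr1* and *Gabbr2*, whose products couple to G_i/o proteins, differed by 0.14 (SE 0.076, adjusted p = 0.245) and 0.13 (SE 0.099, adjusted p = 0.448) and were not called. In all 8 libraries together, limma called 0 gamma subunit genes (1 at an unadjusted p under 0.05), or 1 when adjusted over the list alone, and the differences of *Gabbr1* and *Gabbr2* were 0.088 and 0.062. The mean of the gamma subunits relative to plain water was -0.068, -0.14 and -0.092 in aspartame 1, 3 and 4 and 0.038 in aspartame 2. After removal of the trend with GC content and length, the difference of *Gabbr2* was -0.11. The call of *Gng13* was lost without water 3 (adjusted p = 0.0509), that of *Gng4* without water 1, water 2, water 3, water 4 or aspartame 4 (adjusted p from 0.0631 to 0.0915), that of *Gng10* without water 2, water 3, water 4, aspartame 1 or aspartame 4 (adjusted p from 0.0664 to 0.114), and that of *Gng7* without water 1, water 2, water 3, water 4, aspartame 1 or aspartame 3 (adjusted p from 0.0600 to 0.144).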

The RNA sequencing and quantitative PCR data showed that aspartame exposure also influenced glutamatergic signaling in the amygdala. The expression of genes for NMDA receptor (*Grin2d*), metabotropic receptor (*Grm4*), and kainite receptor (*Grik5*) were up-regulated. 

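Of 6 NMDA receptor subunit genes tested, 2 rose and none fell (4 rose when adjusted over the list alone). *Grin2b*, the GluN2B subunit, differed by 0.46 (SE 0.14, adjusted p = 0.0646) and *Grin3a* by -0.15 (adjusted p = 0.380), and neither passed the test over all genes. Of 5 kainate receptor subunit genes, 2 rose and none fell, also when adjusted over the list alone, and *Grik4* differed by 0.33 (adjusted p = 0.182). Of 7 metabotropic glutamate receptor genes, *Grm4* rose and *Grm8* fell, also when adjusted over the list alone, the call of *Grm8* being lost without any 1 of the 7 libraries (adjusted p from 0.0521 to 0.170), and *Grm5* differed by 0.084 (adjusted p = 0.658). Of 4 AMPA receptor subunit genes, 0 were called by limma and 0 had an unadjusted p under 0.05, and *Gria1* differed by 0.28 (adjusted p = 0.226) and *Gria4* by -0.14 (adjusted p = 0.223). The NMDA receptor subunits, which hold genes that the paper names and are not independent evidence, stood above other genes (camera, adjusted p = 0.0303, and adjusted p = 0.309 with an estimated correlation). The test gave an adjusted p = 0.115 for the kainate, 0.552 for the metabotropic and 0.722 for the AMPA receptors. The mean of the NMDA receptor subunits relative to plain water was 0.19, 0.27 and 0.44 in aspartame 1, 3 and 4 and -0.058 in aspartame 2. With all 8 libraries limma called 0 genes of these families (1 NMDA receptor subunit gene had an unadjusted p under 0.05). The NMDA receptor subunits then had a camera adjusted p = 0.0213 at the preset correlation. The median GC content of their transcripts was 54.3%, and with the trend with GC content and length removed their camera adjusted p was 0.572. The family's adjusted p was 0.0801 with a minimum mean rlog of 5, and *Grin2b* was called without aspartame 1.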

The downregulation of the presynaptic G_i/o_ protein subunit genes *Gng13*, *Gng4* and *Gng10* could contribute to increased synaptic release of glutamate, because G_i/o_ proteins serve as second messengers for metabotropic glutamate receptor signaling, which exerts negative feedback on glutamate release from the presynaptic terminal. Therefore, downregulation of the presynaptic G_i/o_ proteins could augment glutamate release at the synapse. Thus, the overall effect of aspartame at the glutamatergic synapse may occur via upregulation of postsynaptic NMDA, metabotropic and kainite receptor expression, and downregulation of presynaptic metabotropic autoreceptor signaling. Collectively these effects would enhance glutamatergic signaling in the amygdala.

A third possibility of aspartame-induced enhancement of excitatory tone in the amygdala is via aspartic acid, a metabolite of aspartame and an excitatory neurotransmitter, which increases synaptic glutamate levels and NMDA receptor expression and activity (7). In addition, aspartame exposure up-regulated *Glul* (glutamate-ammonia ligase), a key enzyme in the biosynthesis of glutamate and GABA as well as *Cacna1A*, *Cacna1C,* and *Cacna1D* (calcium voltage-gated channel subunit genes) that regulate voltage-gated calcium channel signaling.

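Of 8 genes for alpha-1 subunits of voltage-gated calcium channels, 5 rose and none fell (7 rose when adjusted over the list alone). Beside *Cacna1a*, *Cacna1b* and *Cacna1d*, these were the T-type channel genes *Cacna1h*, which rose by 0.65 (SE 0.11, adjusted p = 0.0107), and *Cacna1i*, which rose by 0.52 (SE 0.074, adjusted p = 0.00881). *Cacna1g* differed by 0.44 (adjusted p = 0.0655) and *Cacna1e* by 0.18 (adjusted p = 0.319). The family, which holds genes that the paper names and is not independent evidence, stood above other genes (camera, adjusted p = 4.52e-06, and adjusted p = 0.309 with an estimated correlation). Its mean relative to plain water was 0.37, 0.34 and 0.55 in aspartame 1, 3 and 4 and -0.22 in aspartame 2. Over all 8 libraries, limma called 0 of these genes (1 at an unadjusted p under 0.05), and the camera test at the preset correlation gave an adjusted p = 0.000239. The median GC content of the transcripts was 55.5%. Of 12 genes of glutamate and glutamine transport and metabolism, *Glul* rose and none fell (3 rose when adjusted over the list alone). The glutamine transporter gene *Slc38a1* differed by 0.25 (SE 0.075, adjusted p = 0.0625), and the list did not pass the camera test (adjusted p = 0.115), whereas its camera adjusted p was 0.0406 with all 8 libraries, 0.0470 without water replicate 2 and 0.0350 without aspartame replicate 4. *Slc38a1* was called without aspartame 3. With the trend with GC content and length removed, the calcium channel family had a camera adjusted p = 0.0167 at the preset correlation and 0 of its genes were called. The call of *Cacna1a* was lost without water 3 or water 4 (adjusted p from 0.0545 to 0.0547), that of *Cacna1b* without water 3 or water 4 (adjusted p from 0.0533 to 0.0542), that of *Cacna1d* without water 1, water 2, water 3, water 4 or aspartame 4 (adjusted p from 0.0527 to 0.111), and that of *Glul* without water 3, water 4 or aspartame 4 (adjusted p from 0.0609 to 0.0750).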

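The genes that make GABA, *Gad1* and *Gad2*, differed by 0.038 (SE 0.098, adjusted p = 0.835) and 0.12 (SE 0.12, adjusted p = 0.576) between aspartame 1, 3 and 4 and plain water and were not called. Of 8 genes of GABA synthesis, breakdown and transport, the transporter genes *Slc32a1* and *Slc6a11* rose and none fell, also when adjusted over the list alone. *Abat*, which breaks GABA down, differed by 0.032 (adjusted p = 0.837). The list, which holds *Slc32a1* from the paper's heat map, had an adjusted p = 0.0437 in camera on the higher side (adjusted p = 0.573 with an estimated correlation), and did not pass without water replicate 2 (adjusted p = 0.0638), without aspartame replicate 1 (0.267) or without aspartame replicate 3 (0.0577). Its mean relative to plain water was 0.40, 0.14 and 0.095 in aspartame 1, 3 and 4 and -0.039 in aspartame 2. The call of *Slc32a1* was lost without water 2, water 3, water 4, aspartame 1 or aspartame 4 (adjusted p from 0.0605 to 0.0899) and that of *Slc6a11* without water 2, water 3, water 4, aspartame 1 or aspartame 4 (adjusted p from 0.0850 to 0.118). Of the vesicular glutamate transporters of principal neurons, *Slc17a7* differed by 0.19 (adjusted p = 0.323) and *Slc17a6* by -0.26 (adjusted p = 0.403). In the full lists, the median difference was 0.078 for the glutamatergic synapse, with 70 of 102 genes above 0, and 0.071 for the GABAergic synapse, with 50 of 76 above 0. Whether the lists differ from each other was not tested, and they share genes. In aspartame 2, the rlog relative to plain water was 0.11 for *Gad1* and 0.35 for *Gad2*. With aspartame 2 included, limma called 0 genes of GABA synthesis, breakdown and transport (1 at an unadjusted p under 0.05), and the camera test at the preset correlation gave an adjusted p = 0.0176. It gave an adjusted p = 0.0580 with the trend with GC content and length removed and 0.106 with quantile normalization.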

In summary, our RNA sequencing and quantitative PCR data offer compelling evidence for upregulation of excitatory glutamatergic signaling and downregulation of inhibitory GABAergic signaling in the amygdala.

The dopaminergic synapse KEGG pathway was at the #11 position of enriched pathways in the amygdala of aspartame-exposed male mice (Fig. 2*A*), suggesting that aspartame’s effects may extend beyond the glutamate-GABA axis and involve dopaminergic signaling in the amygdala. 

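Of 100 tested genes of a dopaminergic synapse list, 9 rose and 5 fell (15 rose and 5 fell when adjusted over the list alone). *Camk2b*, a calcium and calmodulin-dependent kinase of the synapse, rose by 0.52 (SE 0.078, adjusted p = 0.00949), *Kif5a*, a neuronal kinesin, by 0.44 (SE 0.10, adjusted p = 0.0258) and *Calm3*, a calmodulin gene, by 0.42 (SE 0.10, adjusted p = 0.0287). *Maob*, a monoamine oxidase that breaks down dopamine and phenethylamine, fell by 0.40 (SE 0.077, adjusted p = 0.0136), and *Ppp2ca*, a phosphatase subunit, by 0.27 (SE 0.076, adjusted p = 0.0482). The other 9 called genes are G protein, cyclase, calcium channel and calcium release genes that the glutamatergic or GABAergic heat map also shows. The test for called genes being more frequent in this list than among all genes tested was not passed (Fisher's exact test, one-sided, p = 0.0552, adjusted p = 0.187), and the list did not pass the camera test (adjusted p = 0.213). The striatal markers, genes of neurons that receive dopamine, include the heat-map genes *Adcy5* and *Gng7* and had a mean relative to plain water of 0.86, 0.47 and -0.0013 in aspartame 1, 3 and 4, -0.057 in aspartame 2 and 0.30 in water 2. They stood above other genes (camera, adjusted p = 3.21e-06, and adjusted p = 0.546 with an estimated correlation of 0.717), also with all 8 libraries at the preset correlation (camera, adjusted p = 3.04e-07). Of them, *Foxp1*, a transcription factor of striatal neurons, rose by 0.44 (SE 0.11, adjusted p = 0.0354), a call lost without water 1, water 2, water 3, water 4, aspartame 3 or aspartame 4 (adjusted p from 0.0514 to 0.0846). The call of *Kif5a* was lost without water 3, water 4 or aspartame 4 (adjusted p from 0.0892 to 0.0921), that of *Calm3* without water 2, water 3, water 4 or aspartame 4 (adjusted p from 0.0707 to 0.100), that of *Maob* without water 3 or water 4 (adjusted p from 0.0575 to 0.0627), and that of *Ppp2ca* without water 1, water 2, water 3, water 4, aspartame 1 or aspartame 4 (adjusted p from 0.0612 to 0.145). In aspartame 2 the rlog relative to plain water was 0.12 for *Maob* and -0.35 for *Camk2b*, and with all 8 libraries the differences were -0.27 and 0.30 (adjusted p = 0.903 for each). When aspartame 2 was included, limma called 0 genes of the dopaminergic list (5 at an unadjusted p under 0.05). The number of risers was 5 without water 2, 2 without water 3, 2 without water 4, 6 without aspartame 4, 15 without aspartame 3, 3 with age as a covariate and 2 with the trend with GC content and length removed.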

Aspartame’s effects on dopamine could occur as a result of increases in plasma and brain concentrations of phenylalanine (3–5, 11, 69–71), another metabolite of aspartame. However, since our focus was on the glutamatergic and GABAergic neurotransmission, we did not pursue further the changes in dopaminergic synapse pathway.

The presence of anxiety, its response to diazepam, and the changes in amygdala gene expression in the F1 generation suggest intergenerational (i.e., from the aspartame-exposed father to his “children”) heritability of aspartame’s effects, likely due to aspartame-induced changes in the F0 spermatozoa. The anxiety and its response to diazepam in the F2 generation suggest transgenerational transmission (i.e., from the aspartame-exposed male to his “grandchildren”) (63, 68), which would have occurred if the F1 spermatozoa that produced the F2 generation had “inherited” changes from the F0 generation.

The changes in the spermatozoa that can produce heritability of phenotypes may be genetic (e.g., mutations) or epigenetic (i.e., chemical modification of DNA/histones or expression of non-coding RNA). Environment-induced epigenetic changes typically are transient and even reversible over time, whereas changes produced by genetic mutations are generally stable across successive generations (58, 72–76). In the present study, aspartame-induced changes showed progressive attenuation during F0 to F1 to F2 descent. For example, quantitative PCR showed significant changes in glutamatergic and GABAergic gene expression in the F0 and F1 generations, but the changes were no longer significant in the F2 generation. Similarly, the OFT data showed a decline in the magnitude of anxiety (i.e., time spent in the center areas) during descent from F0/F1 (plain water versus aspartame difference was approximately 30%) to F2 (only 8% difference) generations. In addition, the diazepam administration reduced the anxiety-like behavior to baseline in the F2 generation, but not in the F1 and F2 generations. One interpretation of these observations is that the aspartame-induced anxiety-like behavior attenuated gradually during descent from F0 to F2. Finally, every offspring in every generation in the aspartame lineage showed anxiety and response to diazepam, suggesting non-Mendelian heritability. Thus, our findings favor aspartame-induced epigenetic changes in the spermatozoa as a likely mechanism of heritability of the phenotypes.

The experimental design pursued in previous studies of aspartame’s effects in preclinical models has varied significantly [dose, route, frequency, and duration of aspartame exposure; (7, 8, 13–23)]. In these studies, generally, the period of aspartame exposure was 30 d or shorter. We found that aspartame exposure for 6–8 wk was necessary for the anxiety-like behavior to emerge. In fact, one study that administered aspartame in drinking water for 28 d in a rat model reported anxiety-like behavior (19). Therefore, we believe that differences in experimental design are among the factors that may have contributed to inconsistency between our findings and previous findings on aspartame’s effects on anxiety-like behavior.

In conclusion, our findings offer unequivocal evidence for aspartame-induced anxiety in male and female mice. Downregulation of GABA signaling and upregulation of glutamate signaling in the amygdala contribute to the anxiety. The anxiety and the underlying changes in glutamate-GABA signaling in the amygdala are heritable along the paternal line of descent. These data do not merely add anxiety to the long list of aspartame’s adverse effects, but also raise the previously unrecognized possibility that aspartame’s adverse effects are not limited to the individuals who consume it but persist for generations to come. Therefore, aspartame deserves a place on the list of environmental agents such as hormones, insecticides, and drugs of abuse whose adverse effects are not limited to the exposed individuals but manifest in multiple generations of descendants (55–66, 77).

## Methods

### Animals.

C57BL/6 mice (Charles River Laboratories, Wilmington, MA) were maintained in the Florida State University Laboratory Animal Resources facility in a humidity- and temperature-controlled room on a 12-h light-dark cycle with ad libitum access to food and water. The mice of the same sex were pair-housed except during breeding, pregnancy, and nursing. All the procedures described below were approved by the institutional animal care and use committee and were carried out during the lights-off period under a red light. Experimental procedures and analyses were performed by investigators “blinded” to the experimental group assignment of the mouse and/or through automated scoring procedures to avoid potential experimenter bias.

### Aspartame Delivery via Drinking Water.

Male and female mice (8-10-wk-old) were randomly assigned to receive plain drinking water or drinking water containing 0.03%, 0.015%, or 0.0075% aspartame (Sigma Aldrich, # A5139) for up to 18 wk, with a fresh supply of each type of water provided weekly. Body weights of the mice were measured at weekly intervals.

### Aspartame Preference Using a Two-Bottle Choice Test.

Male and female mice were given free access to two water bottles, one containing plain drinking water and the other containing either 0.03% or 0.015% aspartame-containing water. We measured weekly water consumption over a 12-wk period in male mice and a 6-wk period in female mice.

### Behavioral Analyses.

At 2-wk intervals beginning at 4 wk of the 12-wk period of exposure to 0.03% aspartame, 0.015% aspartame or plain drinking water, anxiety-like behavior was examined using the open field test (OFT; n = 8/sex/group). The OFT consists of placing the mouse at the center of an open-top box (40 cm^3^) and allowing the mouse to explore the box for 10 min. The activity of the mouse is recorded using an overhead video camera. At the end of the 10-min period, the time spent in the center versus the periphery of the box as well as the total distance traveled was analyzed using a video tracking software (AnyMaze, Wood Dale, IL).

Another set of mice was tested on the elevated zero maze (EZM) (n = 8/sex/group) at the end of the 12-wk drinking water exposure period. The EZM is a circular, elevated maze consisting of continuous alternating open and closed areas arranged in a circle (Maze Engineers, Boston, MA). The mouse was placed in an open area of the EZM and allowed to explore the maze freely for 5 min. Video recordings were evaluated by eye by an investigator blinded to the identity of the mouse. The time spent in open and closed areas and the number of entries into each area were recorded.

### Production of Multiple Generations.

Male mice from the 0.03% and 0.015% aspartame groups were bred with aspartame-naïve female mice following 12 wk of aspartame exposure to produce the F1 generation. A set of male and female mice consuming plain drinking water were bred together to produce the F1 generation. Thus, three paternal lineages of F1 mice were produced: the 0.03% and 0.015% aspartame lineages and the plain drinking water lineage. All eight male mice in each of the two aspartame groups and the plain water group were bred with females, which produced five litters each from the plain water and 0.03% aspartame group, and four litters from the 0.015% aspartame group. From each litter, not more than two males and two females were used in the experimental analyses.

In an initial study, we also produced F1 litters from the three groups of male mice following 8 wk of drinking water exposures. However, these litters did not show significant effects of paternal lineage in the OFT and were therefore excluded from further analysis.

The F1 male mice derived from the 12-wk paternal 0.03% aspartame lineage were bred with aspartame-naïve females to produce the F2 generation. A set of F1 male mice from F0 plain drinking water lineage were also bred with aspartame-naïve females to produce the F2 generation. Thus, two paternal lineages of F2 mice were derived: F1 0.03% aspartame lineage and F1 plain drinking water lineage. Once again, all eight male mice in each of the two F1 groups were bred with females. However, only four litters per group were produced and were used in the study. From each litter, not more than two males and two females were used in the experimental analyses.

We did not produce F2 mice from the 0.015% F1 aspartame lineage. Similarly, maternal lineages (neither 0.03% nor 0.015% exposure) were not produced from any group.

### Behavioral Analysis in F1 and F2 Generations.

The F1 and F2 male and female mice from each paternal lineage were examined in the OFT at approximately 65–70 d of age.

### Analysis of Response to Diazepam.

Diazepam (SKU: 054902, Covetrus, Ocala, FL) or saline (vehicle) was administered intraperitoneally to aspartame-naïve male and female mice. In a pilot study, male and female mice from the plain drinking water group (n = 4–6) were administered saline, and 30 min later, distance traveled in the OFT was analyzed. The data were used as baseline data. 2 d later, the same mice received a single i.p. administration of diazepam at 2, 3, or 4 mg/kg dose. The distance traveled in the OFT was analyzed 30 min after the diazepam administration. The maximum dose of diazepam that did not produce significant reductions in the total distance traveled (a proxy for sedative effects) was established to be 3 mg/kg, and it was chosen as the dose in the next set of analyses. Next, male and female mice from the F0, F1, and F2 0.03% aspartame lineages were administered saline (n = 8 (F0) and 4 (F1 and F2) per group, volume same as that of the diazepam solution) and 30 min later subjected to OFT to establish baseline measures for time spent in the center areas of the OFT. 2 d later, the same mice received diazepam (3 mg/kg; i.p.), and 30 min later, the time spent in the center areas and the total distance traveled in the OFT were analyzed and compared to these measures at baseline (i.e., following the saline administration).

### Tissue Collection.

Male and female mice from F0, F1, and F2 generations were anesthetized (Isoflurane, Pivetal, Liberty, MO) decapitated, and the brains were dissected upon completion of behavioral analysis. Amygdala was collected by microdissection and snap-frozen in liquid nitrogen. Another set of male mice from the F0 plain water and 0.03% aspartame and 0.015% aspartame groups (n = 6 (F0) and 4 (F1 and F2) per group) were used for analysis of serum metabolic biomarkers following 18 wk of drinking water exposures. The mice were anesthetized with Isoflurane, decapitated, and their trunk blood was collected. Serum samples were used for analysis of metabolic biomarkers by ELISA (IDEXX Laboratories, North Grafton, MA).

### RNA Sequencing.

Following completion of the behavioral analyses, the amygdala samples from the male F0 mice exposed to 0.03% aspartame or plain drinking water (n = 4 per group) for 12 wk were processed for RNA extraction (Qiagen; RNeasy mini kit). Female mice were not used in this analysis. A next generation sequencing library was prepared for each sample using the Illumina TruSeq stranded mRNA library kit. Libraries were barcoded for multiplexing with IDT for Illumina unique dual indexes. Each multiplexed library was sequenced on an Illumina NovaSeq 6000 as a 150 base pair paired-end sequencing run. Quality control analysis of each library was performed using fastQC (http://www.bioinformatics.babraham.ac.uk/projects/fastqc/). Adapter trimming was performed as part of individual library demultiplexing. Illumina RNA-Seq Alignment (Version 2.0.2) was used, including STAR Aligner (78) to align and map sequencing reads to the mouse genome (genome release UCSC mm10). Read counts for each gene were generated by Salmon (79) and used as a measure of abundance for differential gene expression analysis. DESeq2 (80) was used to generate a Principle Component Analysis (PCA) plot and to determine statistically significant DEGs (a False Discovery Rate, FDR, of <0.05 was used). 

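A principal component analysis of the 12861 genes with a mean rlog of at least 3 over all 8 libraries placed 55.8% of the variance on the first component and 15.0% on the second. On the first component aspartame 2 scored -27.6, and aspartame 1, 3 and 4 scored 17.9, 5.6 and 24.0. The plain water libraries scored 4.3 for water 1 and between -10.3 and -6.9 for the others. Across genes, the weights of the first component correlated with the GC content of the transcripts at a Spearman rho of 0.78. *Shank1* and *Lmtk3*, with a GC content of 61.4% and 66.7%, were -0.55 and -0.61 in aspartame 2 relative to plain water. *Prdx1*, with 42.3%, was 0.30 above it. Of the called long noncoding RNAs, *Malat1* was 0.48 and *Meg3* 0.10 in aspartame 2 relative to plain water, and *Miat* and *Neat1*, which rose in the other aspartame libraries, were -0.19 and -0.026. The root mean square distance of aspartame 2 from the mean of the other aspartame libraries was 0.390 on the log2 scale over 12808 genes, and the largest such distance of a plain water library from the other plain water libraries was 0.182. With the trend of each library with GC content and length removed, the distance of aspartame 2 was 0.239, those of the other aspartame libraries were between 0.187 and 0.203, and the largest among the plain water libraries was 0.150. The criteria of reference 81 are not given in the text, so the exclusion could not be repeated from the deposited values.

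**Figure D4:**
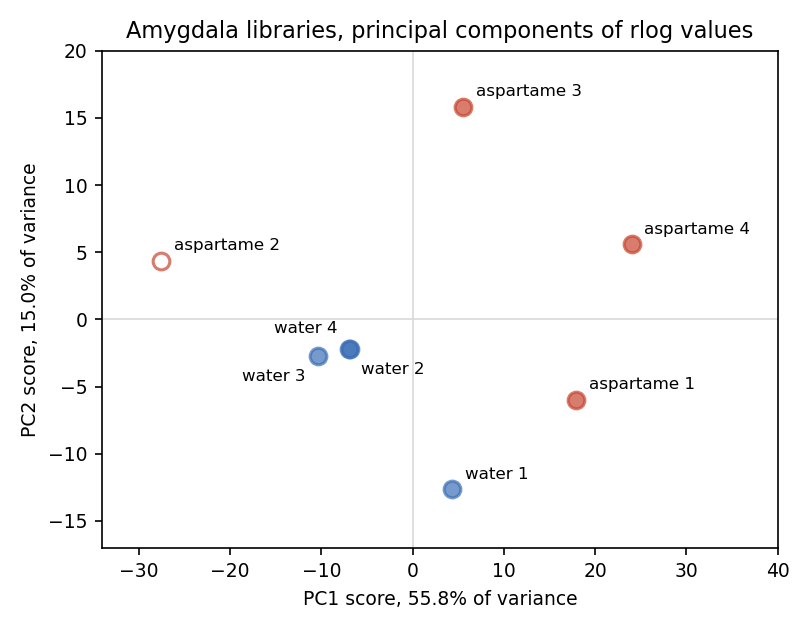
Scores of the 8 libraries on the first and second principal components of the rlog values, with the share of the variance on each axis. Points are libraries labeled by replicate number, and the open circle is aspartame 2, which scored -27.6 on the first component. Water 2 and water 4 coincide.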

Results of the PCA analysis required exclusion of one sample from the aspartame group from further analysis, based on criteria established previously (81). The analysis yielded a list of mRNAs present at significantly different levels between the aspartame and plain drinking water groups and provided a measure of confidence of each difference. Genes with a statistically significant differential expression were further analyzed by Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway analysis using Webgestalt (82, 83) to establish possible functional roles (84–87). All data from these analyses are available in the NCBI Gene Expression Omnibus https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE210561 (Accession # accession GSE210561).

### Quantitative PCR.

Amygdala tissue samples from both male and female mice (n = 6/sex/lineage) were processed for quantitative PCR. Reverse transcription reactions were performed using the SuperScript III cDNA synthesis kit (Invitrogen, Waltham, MA; Cat#:18080-051). Primer sequences for the following genes were used based on previously published data: RNA 18s ribosomal 1 (*Rna18s1*; Invitrogen, Cat#: Hs Hs99999901_s1) (67), NMDA receptor 2D (*Grin2d*; Invitrogen, Cat#: Mm00433822_m1) (88), metabotropic receptor 4 (*Grm4*; Invitrogen, Cat#: Mm01306128_m1) (89), and GABA-A receptor associated protein (*Gabarap*; Invitrogen, Cat#: Mm00490678_m1) (90). Quantitative real time-PCR was performed in a StepOne Plus Thermocycler (Life technologies) using Taqman Fast Advanced PCR Master Mix (Invitrogen; Cat#: 4444557) through 40 PCR cycles (95°C for 20 s, 95°C for 1 s, 60°C for 20 s). Expression of each mRNA was normalized to *Rna18s1* expression.

### Statistical Analyses.

For analyses of the data from the F0 generation, the number of male and female mice in each experimental group was considered as the “n” for that group. For the analyses of data from the F1 and F2 generations, the number of litters contributing offspring to a given experimental group was used as the “n” for that group. Statistical significance of drinking water preference in the two-bottle paradigm was tested using a one-sample *t* test by considering 50 as the theoretical mean had no preference existed (i.e., 50% consumption of each of the two types of drinking water). A Repeated Measures two-way ANOVA followed by Dunnett’s multiple comparisons tests was used for the OFT analysis of F0 mice at 2-wk intervals. For the diazepam OFT data, a Repeated Measures two-way ANOVA was used. For all the other analyses involving more than one variable, two- or three-way ANOVA was used to test statistical significance of main effects and interactions. The statistical significance of the effects of a single variable was analyzed using one-way ANOVA or unpaired *t* test. The analyses were performed using Prism 9.2.0 software (GraphPad Prism, San Diego, CA).

## Supplementary Material

Appendix 01

## Data Availability

All RNA sequencing data are available in the NCBI Gene Expression Omnibus https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE210561 (Accession # accession GSE210561). All study data are included in the article and/or *SI Appendix*.

# Supplementary material for: Transgenerational transmission of aspartame-induced anxiety and changes in glutamate-GABA signaling and gene expression in the amygdala
**Source:** Proc Natl Acad Sci U S A. 2022 Dec 2;119(49):e2213120119. doi: 10.1073/pnas.2213120119
**Supplement:** Supplementary file 1 — Appendix 01

Supporting Information

for

Transgenerational transmission of aspartame induced anxiety, and changes in glutamate-GABA signaling and gene expression in the amygdala

Sara K. Jones¹, Deirdre M. McCarthy¹, Cynthia Vied², Gregg D. Stanwood¹, Chris Schatschneider³ and Pradeep G. Bhide^{1*}

¹Biomedical Sciences,

Major – Biological Sciences; Minor: Neuroscience

Key words: Artificial sweetener, Emotional behavior, Intergenerational transmission, GABA

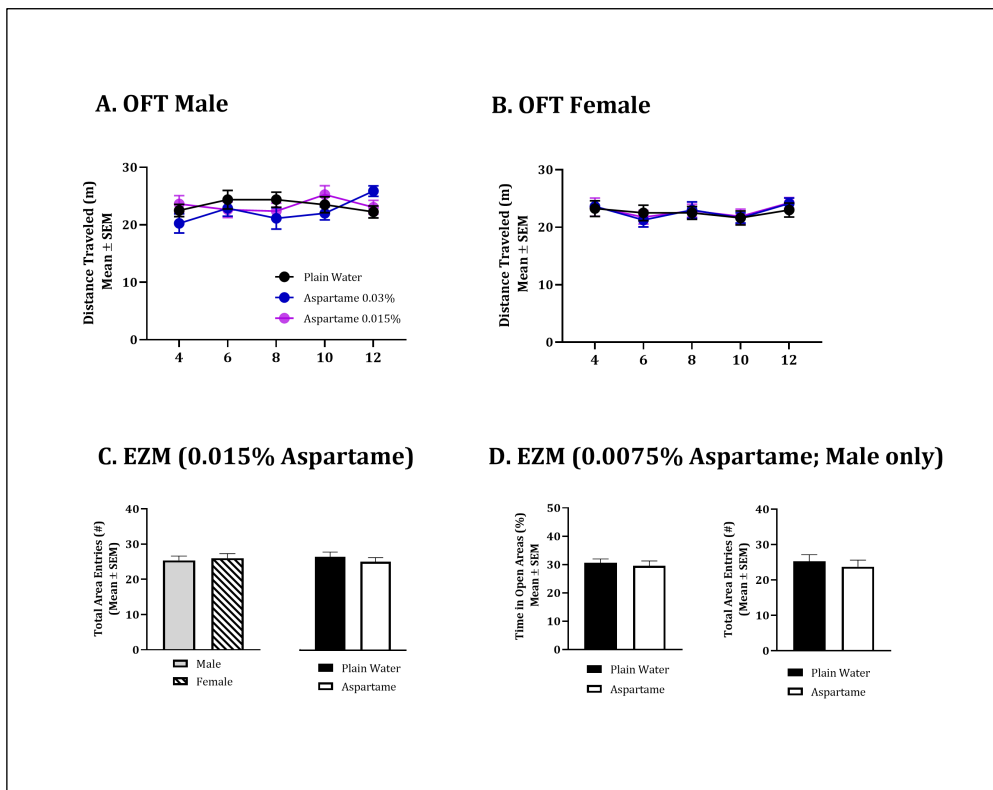

Figure S1: Analysis of exploratory behavior and locomotion as well as anxiety in male and female mice exposed to plain drinking water or aspartame in the open field test (OFT; A, B) and elevated zero maze (EZM; C, D). Two-way ANOVA of the total distance traveled (a measure of exploration and locomotion) in the OFT did not show significant effects of 0.03% (blue) or 0.015% (purple) aspartame exposure compared to plain drinking water (black) in male (A) or female (B) mice. Two-way ANOVA of the total number of arm entries in the EZM (a measure of exploration and locomotion) did not show significant effect of sex or 0.015% aspartame (C). Exposure to 0.0075% aspartame did not produce significant effects on the time spent in the open areas of the EZM (a measure of anxiety; D) or the total number of arm entries (D) in male mice. Female mice in the 0.075% aspartame group were not examined.

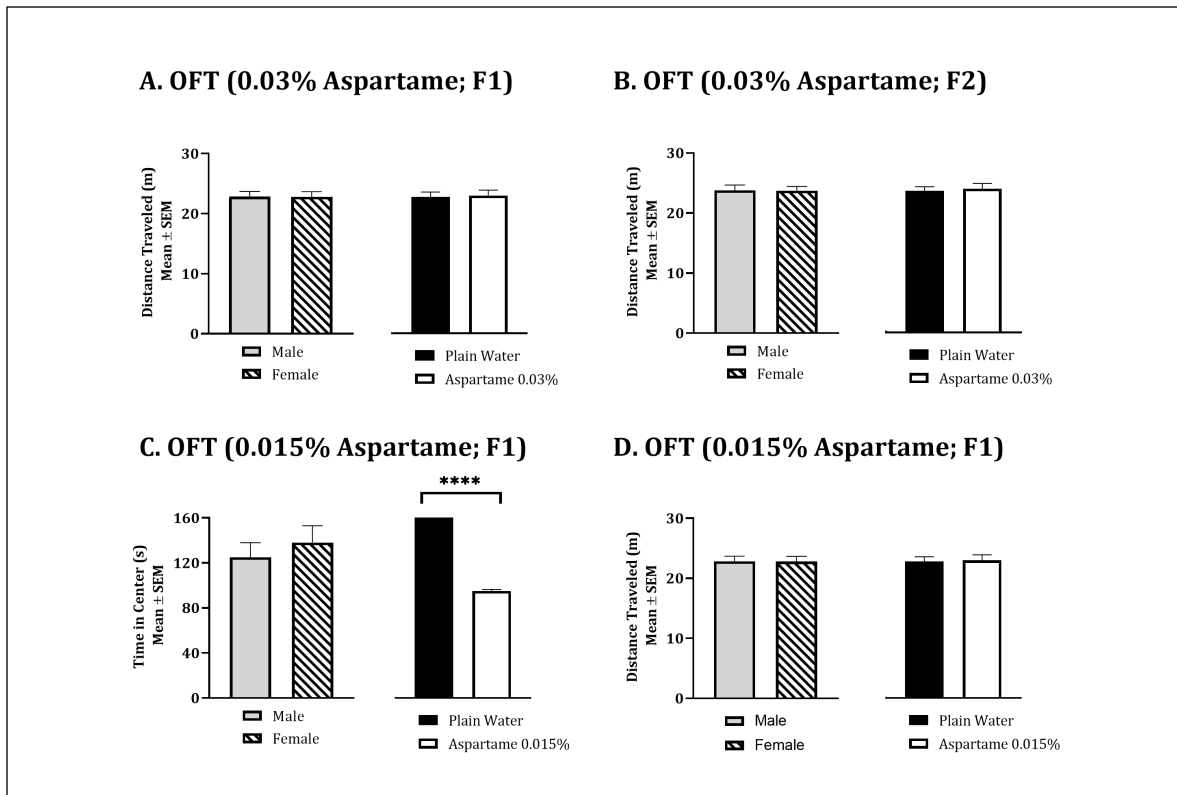

Figure S2: Analysis of the total distance traveled (a measure of exploration and locomotion; A, B) and time spent in the center areas (a measure of anxiety; C, D) in the open field test (OFT) for F1 and F2 generations derived from 0.03% and 0.015% aspartame or plain drinking water paternal lineages. Two-way ANOVA did not show significant effects of sex for F1 (A) or F2 (B) generations from the 0.03% paternal aspartame lineages. Therefore, data from male and female mice were combined. There was no significant effect of lineage for the total distance traveled in F1 (A) or F2 (B) generations from the 0.03% aspartame group. Two-way ANOVA of the 0.015% data did not show significant effects of sex for the time in the center (C) or total distance traveled (D) in F1 generation derived from the 0.015% aspartame lineage. Therefore, data from male and female mice were combined. There was a significant effect of paternal lineage (0.015% aspartame versus plain water) in the time spent in the center areas (C) but not on the total distance traveled in the F1 generation (D). **** = $p < 0.0001$.

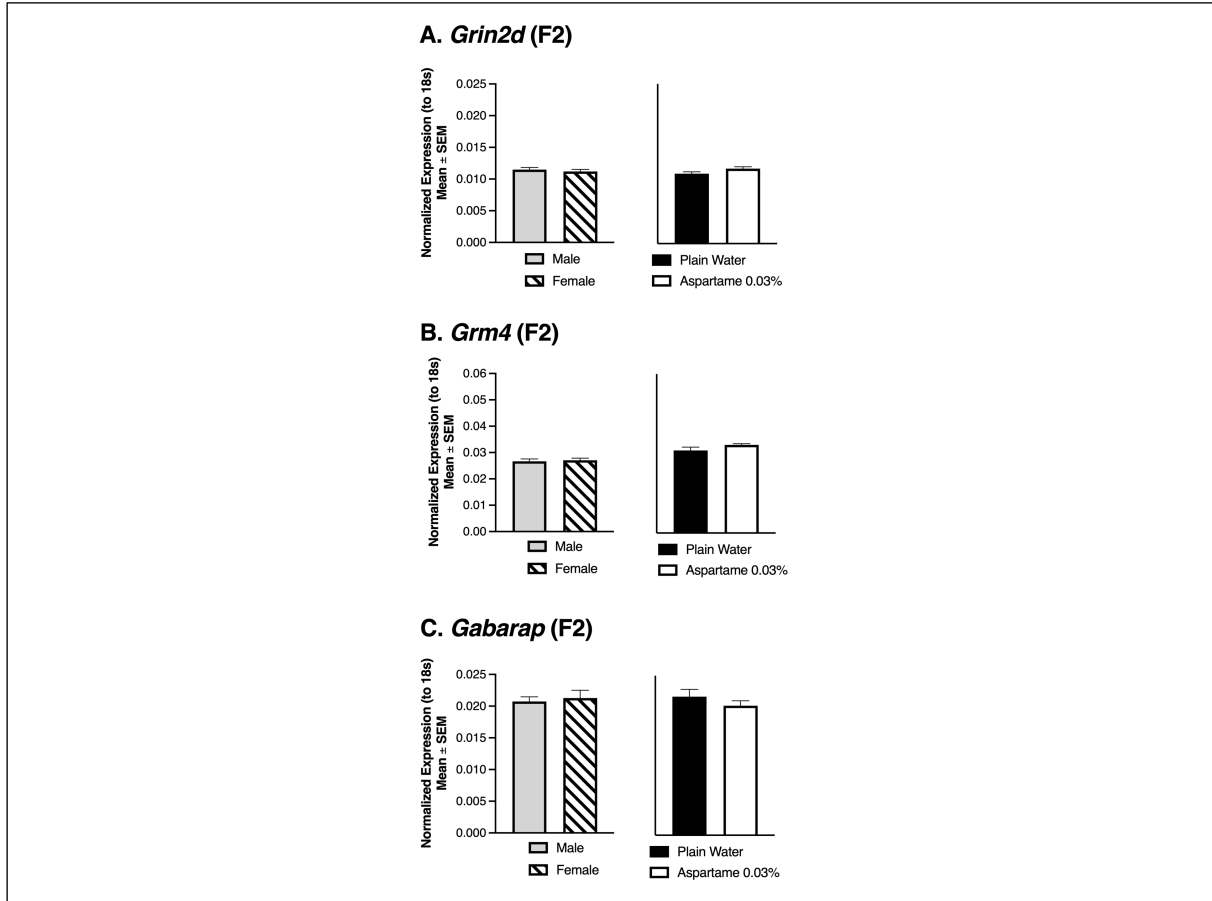

Figure S3: Quantitative PCR analysis of expression of mRNAs for *Grin2d* (A), *Grm4* (B) and *Gabarap* (C) in male and female mice from the F2 generation derived from aspartame or plain water F1 lineages. In each case, expression of the mRNA of interest was normalized to that of ribosomal 18s RNA. Two-way ANOVA did not show significant effects of sex or paternal lineage for any of the mRNA.

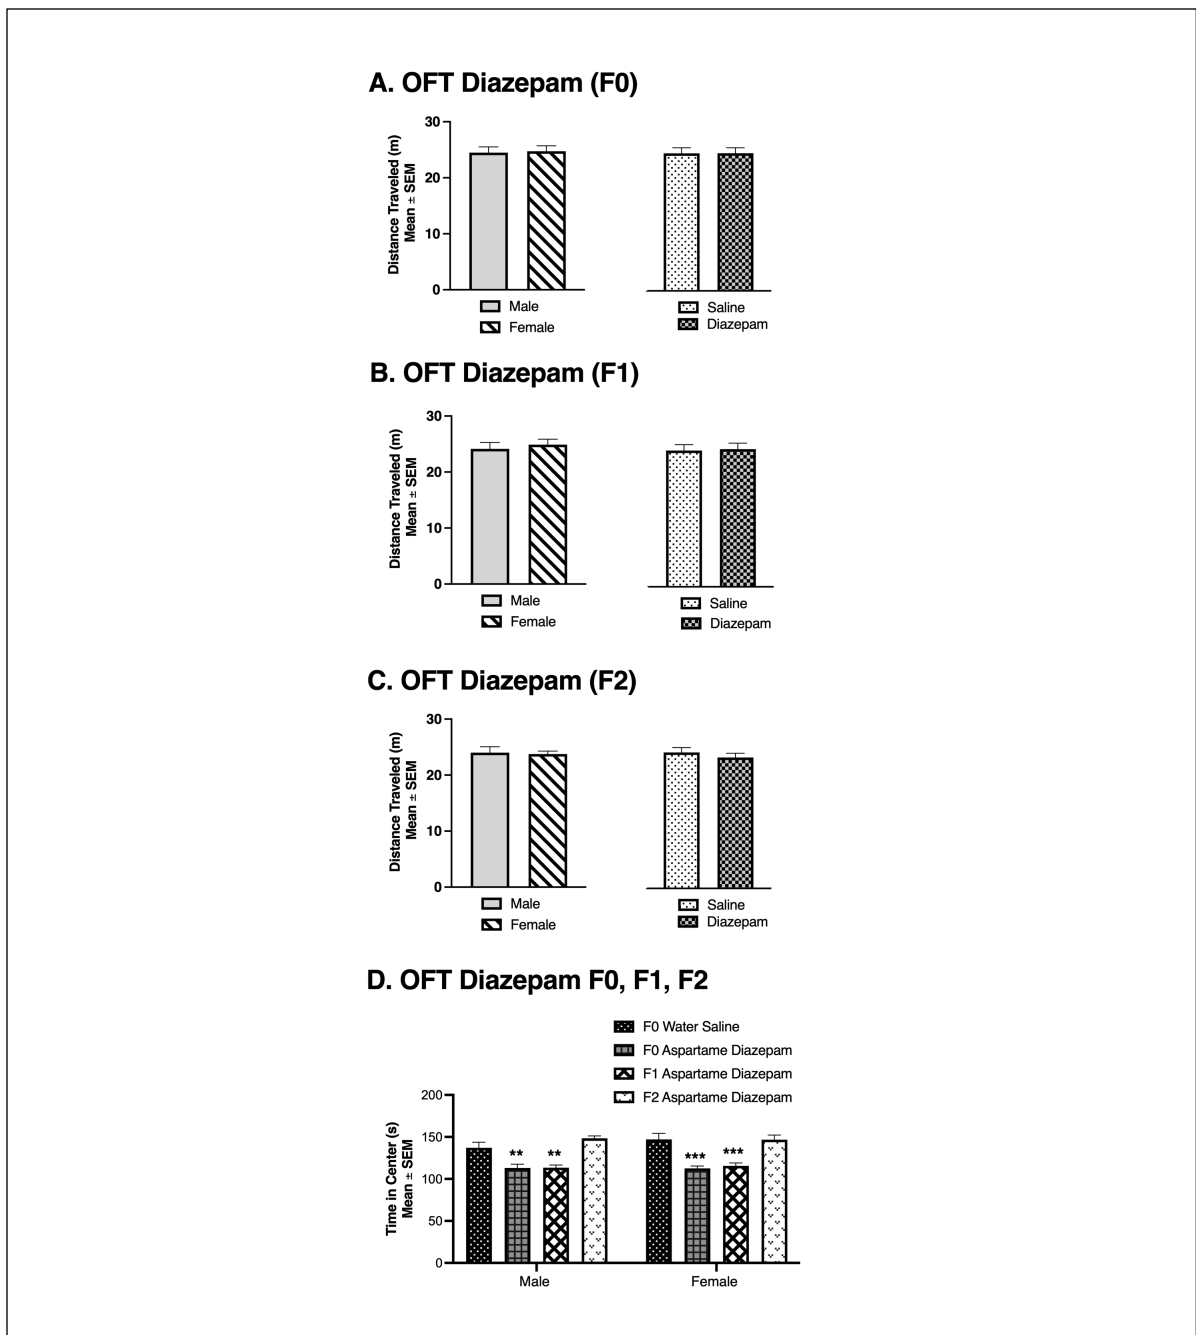

Figure S4: Analysis of the OFT data from aspartame-exposed mice in F1, F2 and F3 generations. The total distance traveled in the open field test (OFT) as a measure of exploratory behavior and locomotion in male and female mice 30 min after a single intraperitoneal administration of saline (at baseline) or diazepam (3 mg/kg, 48 hr. after the saline administration) in F0 (A), F1 (B) and F2 (C) generations. Repeated measures

ANOVA did not show significant effects of sex or diazepam treatment in any generation. The effects of diazepam on the time in the center were compared between the F0 male or female mice receiving saline (baseline) with F0, F1, and F2 aspartame exposed mice receiving aspartame (D). Two-way ANOVA showed significant effects of diazepam treatment but not sex or diazepam x sex interaction. Dunnett's multiple comparison test showed significant differences between F0 and F1 male and female aspartame groups receiving diazepam and the F0 plain water group receiving saline (baseline). However, there was no significant difference between F2 male and female aspartame groups receiving diazepam and the F0 plain water group receiving saline (baseline). ** = $p < 0.01$; *** = $p < 0.001$.

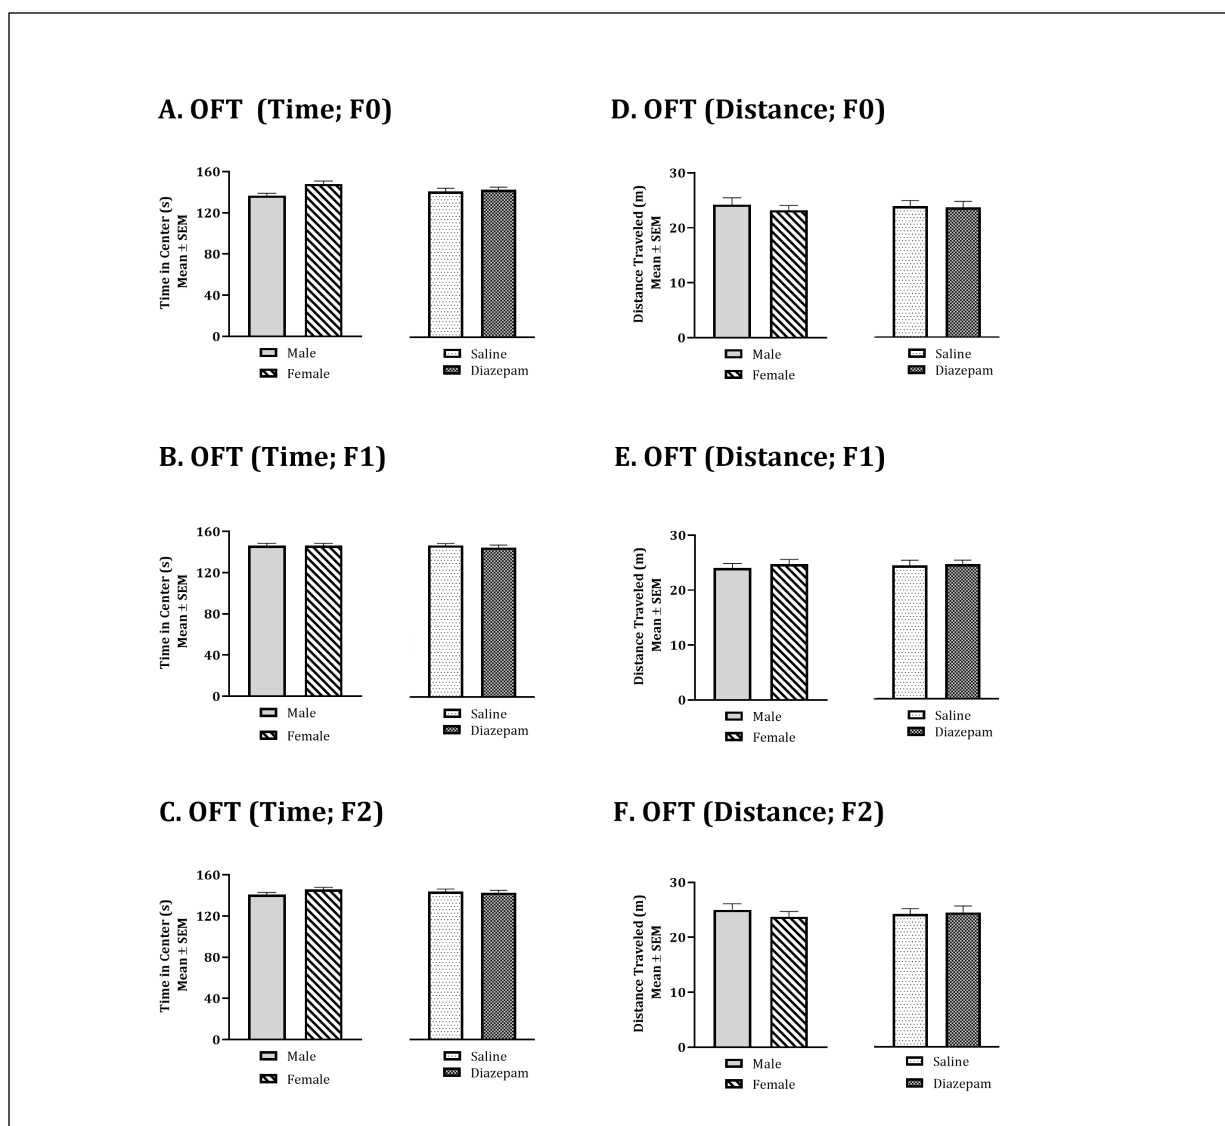

Figure S5: Data from the open field test (OFT) from F0, F1 and F2 generations from the plain water lineage. The time spent in the center areas (a measure of anxiety) and the total distance traveled (a measure of exploration and locomotion in male and female mice in the F0 (A, D), F1 (B, E) and F2 (C, F) generations was analyzed. The mice were tested in the open field 30 min after a single intraperitoneal administration of saline (at baseline) or aspartame (3 mg/kg, 48 hr. after the saline administration). Repeated measures ANOVA did not show significant effects of sex or diazepam in any generation for either measurement.

Table S1A

Water consumption (Mean±SEM) %			
Male		Female	
0.03% Aspartame	0.015% Aspartame	0.03% Aspartame	0.015% Aspartame
50.08±0.97	48.99±0.57	50.89±0.55	49.22±0.54

Table S1B

Experimental Groups	One-sample t-test			
	Male		Female	
	$t_{(df=7)}$	p	$t_{(df)}$	p
0.03% aspartame <i>versus</i> Plain water	0.08	0.93	1.62	0.15
0.015% aspartame <i>versus</i> Plain water	1.78	0.11	1.45	0.19

Table S1: Preference for drinking water containing 0.03% or 0.015% aspartame in a two-bottle choice paradigm by males over 12 weeks and by females over 6 weeks. (A) The volume of aspartame water consumed is expressed as a percentage of total water consumed (plain water + aspartame water = 100%). (B) Differences in consumption of aspartame-containing water and plain water were tested for statistical significance using a one-sample *t*-test, by considering 50 as the theoretical mean if no preference existed (i.e., if 50% of each type of drinking water would be consumed in the absence of a preference).

Table S2

Week #	Male [Mean±SEM (g)]			Female [Mean±SEM (g)]		
	Plain Water	0.03% Aspartame	0.015% Aspartame	Plain Water	0.03% Aspartame	0.015% Aspartame
1	20.65±0.39	20.91±0.30	20.82±0.20	20.13±0.60	20.88±0.21	19.81±0.50
2	22.06±0.38	21.65±0.31	21.70±0.23	21.08±0.66	21.68±0.23	20.59±0.49
3	23.58±0.49	22.59±0.46	23.38±0.39	21.82±0.65	22.69±0.23	21.50±0.51
4	24.53±0.58	23.15±0.46	24.42±0.49	22.52±0.73	23.39±0.26	22.29±0.50
5	25.19±0.51	23.95±0.51	25.40±0.6	23.29±0.68	24.22±0.24	23.13±0.49
6	25.60±0.60	24.19±0.51	26.11±0.72	24.24±0.70	25.11±0.25	24.08±0.52
7	26.25±0.62	25.36±0.51	27.02±0.67	<i>Not Analyzed</i>		
8	27.10±0.64	26.20±0.65	28.05±0.70			
9	27.73±0.74	26.59±0.66	28.80±0.75			
10	28.51±0.74	27.06±0.68	29.64±0.85			
11	29.45±0.69	27.99±0.75	30.15±0.85			
12	30.30±0.69	28.92±0.92	31.45±0.65			
**Mean±SEM**	**25.91±0.10**	**24.88±0.15**	**26.41±0.18**	**22.18±0.61**	**22.99±0.65**	**21.90±0.65**

Table S2: Weekly body weights of male and female mice consuming plain drinking water or drinking water containing 0.03% or 0.015% aspartame. The data were collected every week for 12 weeks for males and for 6 weeks for females.

Table S3

	Type of drinking water			One-way ANOVA	
Analyte	Plain Drinking Water	0.015% Aspartame	0.03% Aspartame	$F_{(2,21)}$	p -value
Glucose (mg/dL)	202.5 $\pm$ 9.0	180.5 $\pm$ 4.1	194 $\pm$ 6.9	2.33	>0.05
Cholesterol (mg/dL)	103.8 $\pm$ 4.7	94.8 $\pm$ 6.4	100.7 $\pm$ 4.2	0.78	>0.05
Calcium (mg/dL)	8.9 $\pm$ 0.2	8.6 $\pm$ 0.1	8.7 $\pm$ 0.1	1.24	>0.05
Bicarbonate (mg/dL)	24.3 $\pm$ 1.4	26.0 $\pm$ 0.9	25.8 $\pm$ 0.5	0.81	>0.05
Aspartate Transferase (U/L)	262.0 $\pm$ 76.6	176.3 $\pm$ 29.8	281.2 $\pm$ 81.0	0.71	>0.05
Alkaline Phosphatase (U/L)	47.8 $\pm$ 2.0	39.7 $\pm$ 4.5	44.8 $\pm$ 0.8	2.05	>0.05
Alanine Transaminase (U/L)	37.0 $\pm$ 3.6	33.2 $\pm$ 5.0	41.5 $\pm$ 7.8	0.53	>0.05
Albumin (g/dL)	3.0 $\pm$ 0.1	2.6 $\pm$ 0.1	2.9 $\pm$ 0.1	2.62	>0.05
Total Bilirubin (mg/dL)	0.1 $\pm$ 0.0	0.1 $\pm$ 0.0	0.1 $\pm$ 0	1.15	>0.05
Globulin (g/dL)	2.3 $\pm$ 0.0	2.4 $\pm$ 0.1	2.4 $\pm$ 0.1	0.09	>0.05
Blood Urea Nitrogen (mg/dL)	30.8 $\pm$ 1.2	27.0 $\pm$ 1.2	30.7 $\pm$ 1.4	2.98	>0.05
Total Protein (g/dL)	5.3 $\pm$ 0.0	5.0 $\pm$ 0.1	5.3 $\pm$ 0.1	3.6	>0.05
Creatine kinase (U/L)	12796 $\pm$ 4681	7856 $\pm$ 2163	14322 $\pm$ 5473	0.6	>0.05

Table S3: Serum metabolic panel did not show significant changes in any one of the 13 biomarkers between male mice exposed to plain drinking water or drinking water containing 0.015% or 0.03% aspartame for 18 weeks.

Table S4A

Experimental groups	Distance Traveled (m) Mean $\pm$ SEM	
	Male	Female
Diazepam 2 mg/kg	21.0 $\pm$ 1.4	20.8 $\pm$ 1.5
Diazepam 3 mg/kg	22.3 $\pm$ 1.3	21.2 $\pm$ 1.9
Diazepam 4 mg/kg	13.1 $\pm$ 1.5	13.0 $\pm$ 1.7
Saline	23.1 $\pm$ 1.4	22.5 $\pm$ 1.5

Table S4B

Comparisons between groups	Male		Female	
	t (df=18)	<i>p</i>	t (df=18)	<i>p</i>
Diazepam 2 mg/kg <i>versus</i> saline	1.28	>0.05	0.65	>0.05
Diazepam 3 mg/kg <i>versus</i> saline	0.9	>0.05	0.91	>0.05
Diazepam 4 mg/kg <i>versus</i> saline	4.3	<0.05	3.33	<0.05

Table S4: Diazepam dose-finding studies using total distance traveled in the OFT as a proxy for sedative effects. A single diazepam or saline administration via the intraperitoneal route was followed 30 min later by the OFT to analyze the total distance traveled by each of the three diazepam (2, 3 and 4 mg.kg) and saline groups (A). The maximum diazepam dose that did not produce significant reductions in the total distance traveled was 3 mg/kg (B), because 4 mg/kg dose produced significant reductions in the total distance traveled (B).

Table S5

Metric	F1 (Mean±SEM)					F2 (Mean±SEM)			
	Plain Drinking Water	0.03% Aspartame	0.015% Aspartame	One-way ANOVA F(df)	<i>p</i>	Plain Drinking Water	0.03% Aspartame	Unpaired t-test <i>t</i> (df)	<i>p</i>
Litter Size	7.6 ± 0.50	6.8 ± 0.40	7.2 ± 0.50	0.75	>0.05	7.4 ± 0.50	7.0 ± 0.50	0.53	>0.05
P0 Weight (g)	1.5 ± 0.05	1.6 ± 0.08	1.6 ± 0.06	0.58	>0.05	1.7 ± 0.04	1.7 ± 0.06	0.16	>0.05
P7 Weight (g)	3.8 ± 0.08	3.8 ± 0.07	3.9 ± 0.11	0.14	>0.05	3.6 ± 0.10	3.5 ± 0.09	0.72	>0.05
P14 Weight (g)	6.1 ± 0.07	6.2 ± 0.05	6.3 ± 0.07	1.4	>0.05	6.3 ± 0.09	6.3 ± 0.07	0.11	>0.05
P21 Weight (g)	9.5 ± 0.04	9.7 ± 0.06	9.6 ± 0.07	1.7	>0.05	9.5 ± 0.06	9.5 ± 0.05	0.17	>0.05
Ear Detachment (day)	4.4 ± 0.30	4.1 ± 0.30	4.3 ± 0.30	0.18	>0.05	4.2 ± 0.20	4.4 ± 0.30	0.72	>0.05
Fur Appearance (day)	4.5 ± 0.30	4.3 ± 0.40	4.4 ± 0.30	0.15	>0.05	4.1 ± 0.30	4.1 ± 0.30	0.31	>0.05
Eye Opening (day)	13.1 ± 0.40	13.3 ± 0.40	12.9 ± 0.40	0.35	>0.05	12.8 ± 0.40	13.1 ± 0.30	0.87	>0.05

Table S5: Developmental milestones for F1 offspring from the paternal 0.03% and 0.015% aspartame and for F2 offspring from the paternal 0.03% lineage were compared to those for F1 and F2 offspring from the plain drinking water lineages. There were no significant differences in any of the milestones between F1 or F2 aspartame and plain drinking water lineages.

How the deposited data were processed for this re-analysis (not part of the article)

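RNA sequencing was done by the authors on the amygdala of 8 male mice, 4 on plain drinking water and 4 on water with 0.03% aspartame, with 1 library per mouse. Per the methods, stranded mRNA libraries were sequenced as paired reads on an Illumina NovaSeq, aligned with STAR to mm10 and counted per gene with Salmon. The deposited log2 values are taken as regularized log2 (rlog) values, which the authors would have made with DESeq2 from counts scaled for library size, because the table is named so. The methods name DESeq2 but not this transformation, and neither its options nor the libraries that entered it are given. The table holds 24982 genes and all 8 libraries, and 6350 genes have 1 constant value. No counts are in the table, so the depth per library is unknown and no interval from counting could be given. The table holds no mitochondrially encoded genes.

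The samples were grouped by their labels. The library that the paper excluded was identified from the colors of the heat maps of Fig. 2 *B* and *C*, read for 36 genes and compared with the deposited values scaled per gene. The best of 24 assignments of libraries to the 3 aspartame columns gave a mean absolute difference of 0.0239, the next 0.183. The comparison reported first uses the 4 plain water libraries and aspartame 1, 3 and 4.

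Each gene with a mean rlog of at least 3 and with values that vary was tested with limma 3.58.1 in R 4.3.3 (empirical Bayes moderation with a mean-variance trend), and p-values were adjusted by Benjamini-Hochberg over the genes tested. Gene lists of at least 4 tested members (44 of 47) were tested with camera at a preset correlation of 0.01 and with an estimated correlation, with fry, and with a one-sided Fisher's exact test of called genes against all genes tested. Camera results given for all 8 libraries and for the other alternatives are at the preset correlation. Those with an estimated correlation are for the comparison reported first. Single values per library were compared by exact permutation, where 4 against 3 libraries allow no two-sided p under 0.0286. GC content, transcript length and coordinates are from GENCODE M21 on GRCm38, in which 12808 of the 12861 genes tested over all 8 libraries were found (99.6%). Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used for tables and plots.

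The genes named were the 36 that the paper prints, the 12 largest called rises and 12 largest called falls with separate groups, and up to 4 called genes of each list, or the 2 genes with the smallest p where fewer than 2 were called. The colors of the 36 had been seen before. Members of the lists that this rule does not take were chosen after their values were seen. They are *Abat*, *Adcy2*, *Adcy4*, *Atp6v1h*, *Cacna1e*, *Cacna1g*, *Calm3*, *Cplx1*, *Dlg2*, *Dlgap4*, *Dnmt3a*, *Gabarapl2*, *Gabrb2*, *Gabrg1*, *Gad1*, *Gad2*, *Gnai1*, *Gnai2*, *Gnai3*, *Gng2*, *Gng3*, *Gng5*, *Gphn*, *Grik4*, *Grin3a*, *Grm5*, *Homer1*, *Kif5a*, *Ppp2ca*, *Slc17a6*, *Slc17a7* and *Unc13a*.

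The alternatives were all 8 libraries, each library left out in turn, no filter or a minimum mean rlog of 5, no mean-variance trend, robust moderation, a median shift, quantile normalization, library weights on all 8 libraries, the replicate number as a block (with water 2 dropped from the 7 libraries, as it has no partner), age in days as a covariate, and a smooth trend with GC content and log length removed within each library by natural splines with 5 degrees of freedom each, with and without the block. Added after the values were seen were all 8 libraries with the trend removed, all 8 with the block, and each library but aspartame 2 left out of all 8. The test was tried on simulated data with 4 against 3 libraries and 12849 genes. It found 64% of changes of 0.5 and 96% of changes of 1 on the log2 scale, and 5 of 165 calls were of unchanged genes. Simulated genes varied independently of each other, whereas the first component of the 7 real libraries held 47.0% of the variance. These shares therefore need not hold for the real libraries. A simulated trend with GC content gave 2237 calls of unchanged genes, and 5 after its removal. That trend was linear in the same GC values that the removal uses and equal in the 3 libraries. The simulation therefore does not show that the step removes a real bias. No reads are available, so alignment, counting and the DESeq2 test were not repeated. The KEGG lists were not at hand and were replaced by lists written from general knowledge. Some genes are not reported here, so counts can cover genes that are not named.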

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

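The tests of the GC gap among the plain water libraries, of the share of called genes that stay called with the trend removed, and of aspartame 2 as a plain water library were chosen only after the results were seen.

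GC-rich genes were higher and GC-poor genes lower in aspartame 1, 3 and 4 than in plain water. The GC gap of a library, the median of the GC-richest minus that of the GC-poorest decile of genes, had a range of 0.415 over the 4 plain water libraries alone, against a difference of 0.357 between the group means, so a bias with GC content or length between libraries may account for part of the differences. GC content and length were those of the longest annotated transcript of each gene, so a bias that the smooth trend misses is not excluded. With the trend removed, 16.9% of the called genes, or 192, were still called in the same direction, which argues against the trend itself as the whole cause. The median difference of the higher genes went from 0.47 (median SE 0.10) to 0.26 (median SE 0.079) and that of the lower genes from -0.34 (0.085) to -0.21 (0.072), so most calls ended because the difference shrank, and 777 of 785 and 349 of 349 kept their sign. The kept signs carry little weight, because these genes were called for large differences. Over all genes, the median difference was only 0.25 in the GC-richest and -0.092 in the GC-poorest decile. A change in expression with aspartame that itself goes with GC content stays open and was not tested.

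Aspartame 2 scored -27.6 on the first principal component, on the far side of plain water from the other aspartame libraries. With the GC and length trend removed, its distance from the mean of the other aspartame libraries fell from 0.390 to 0.239, still above those of aspartame 1, 3 and 4 (0.187 to 0.203), which argues against the trend as the whole cause, although every aspartame library then lay above the largest plain water distance of 0.150. A plain water library labeled as aspartame stays open, since the mean absolute difference of aspartame 2 was 0.168 to 0.276 from plain water, 0.272 to 0.362 from the other aspartame libraries and at most 0.161 between 2 plain water libraries, and its smallest value lies within 1 SD (0.027) of that bound. Tissue of other brain regions cannot be told apart from it, because aspartame 2 lay outside the other 7 libraries in 1 of 4 marker lists (pallial neurons, -0.10 against -0.093 to 0.28) and the bound set for either answer was not met. Aspartame 1, which the paper kept, lay above the other 7 libraries in striatal (0.86 against at most 0.47), hypothalamic (1.10 against at most 0.36) and thalamic markers (0.27 against at most 0.090). That was looked at only after the values were seen, and tissue of other regions in aspartame 1 stays open. For aspartame 2, a difference between animals also stays open and was not tested.

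The number of called genes rests on which libraries are compared. Among splits of the 7 libraries of the paper chance can be excluded for all called genes (1134, highest of the other splits 5, 1 of 35 splits as large) and with the trend removed (280 against 5, 1 of 35), but only with aspartame 2 left out, which the paper chose from these same samples and which these splits do not cover. For the glutamatergic (21 against 0, 1 of 35) and GABAergic synapse genes (16 against 0, 1 of 35) the splits decide nothing, because 20 of the 21 and 15 of the 16 are heat-map genes, which the paper picked as differing between these same groups. With all 8 libraries limma called 0 genes (553 at an unadjusted p under 0.05), so that the splits decide nothing on chance (35 of 35 gave as many). The highest count, 1560, was that of water 1 and aspartame 1, 3 and 4 against water 2, 3 and 4 and aspartame 2. That points to a structure of the samples other than the groups, and this split follows the sign of the GC gap. The gap was 0.20, 0.38, 0.032 and 0.46 in water 1 and aspartame 1, 3 and 4. In water 2, 3 and 4 and aspartame 2 it was -0.13, -0.22, -0.12 and -0.65. The matching comparison for the choice of the 7 also chooses in every group, and with the library farthest from its group left out, 2 of 70 ways to name a group of 4 among the 8 gave as many calls, the real one (1134) and water 1 with aspartame 1, 3 and 4 (1970), and water 2, 4 or 3 with aspartame 1, 3 and 4 gave 866, 704 and 485, so that leaving out a library gives as many calls in few groups, and many calls in those that hold aspartame 1, 3 and 4.

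Of 168 groups of 4 libraries, 15 had a library apart from the other 3, where chance gives about 8.4 (1 in 20). The mean of the GABAergic synapse list was -0.016 in aspartame 2 and 0.069 to 0.085 in the other aspartame libraries. That of the adenylate cyclases was -0.175 in aspartame 2 and 0.205 to 0.227 in the others. Oxidative phosphorylation subunits had a mean of 0.127 in water 1 against -0.049 to -0.038 in the other plain water libraries, and of -0.018 in aspartame 1 against -0.138 to -0.127 in the other aspartame libraries. Immediate early genes had a mean of 0.223 in water 2 (others -0.085 to -0.067) and of 0.366 in aspartame 4 (others 0.068 to 0.094). Genes of the unfolded protein and heat shock response had a mean of -0.167 in aspartame 4 and -0.047 to -0.044 in the other aspartame libraries. Thalamic neuron markers had a mean of 0.266 in aspartame 1 and 0.072 to 0.090 in the others. Markers of pericytes, smooth muscle and fibroblasts had a mean of 0.072 in water 4 and -0.031 to -0.020 in the other plain water libraries, and choroid plexus markers had a mean of 1.19 in water 1 and -0.49 to -0.33 in the others. *Gng10* was at 6.79 in aspartame 2 and at 6.05 to 6.09 in the other aspartame libraries. *Glul* was at 12.37 in water 2 and at 12.20 to 12.21 in the other plain water libraries, *Grin1* at 10.00 in water 1 and at 9.78 to 9.82, and *Slc32a1* at 6.32 in water 1 and at 5.91 to 5.93.

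Neither the text nor Fig. 2 *A* of the paper names 5 gene groups that passed the camera test at the preset correlation, none of which passed with an estimated correlation (adjusted p from 0.309 to 0.666). Their median differences, followed by those with the trend removed, were -0.065 and 0.052 for cytosolic ribosomal proteins, 0.28 and 0.26 for nuclear-retained long noncoding RNAs, -0.13 and 0.0058 for proteasome subunits, 0.19 and 0.10 for enzymes of DNA and histone methylation and -0.13 and -0.035 for the oxidative stress response. Ribosomal proteins did not pass without water replicate 1 (adjusted p = 0.245) or without aspartame replicate 3 (0.460).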

How the results depend on the processing

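All 8 libraries with the trend removed, all 8 with the replicate block, and each library but aspartame 2 left out of all 8 were chosen only after the results were seen. All counts are of limma calls, higher and lower with aspartame, and the 7 libraries of the paper gave 785 and 349. Counts stayed within 1.5 times of these with no filter (826 and 259), a minimum mean rlog of 5 (764 and 401), no mean-variance trend (761 and 350), robust moderation (796 and 351), a median shift (775 and 377) and quantile normalization (715 and 519, so that 58% rather than 69% of calls were higher). With the replicate block they were 1042 and 337, but water 2 has no partner among the 7 libraries and drops out, and the same 6 libraries without the block gave 315 and 56. They were 0 and 0 with all 8 libraries, 370 and 73 with library weights on all 8, 200 and 22 with age as a covariate, 204 and 76 with the GC and length trend removed, 112 and 26 with the trend removed and the block, and 0 and 0 with all 8 libraries and either the trend removed (947 genes at an unadjusted p under 0.05) or the block (650). Leaving any library but aspartame 2 out of all 8 gave 0 calls in limma, with 272 to 567 genes at an unadjusted p under 0.05. Leaving out aspartame 2 gives the 7 libraries of the paper. Over all 8 and these 7, leaving out 1 library gave 0 to 1442 higher and 0 to 640 lower genes, the highest without aspartame replicate 3. From the 7 libraries the counts were 1177 in all (880 higher) without water 1, 315 and 56 without water 2, 102 and 8 without water 3, 190 and 25 without water 4, 562 and 232 without aspartame 1, and 226 and 48 without aspartame 4.

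The pairs behind the replicate block share only their number. After group means were taken out, libraries of 1 number correlated across genes at 0.28, 0.31 and -0.012 within the 7 libraries, and at 0.53, 0.15, 0.060 and -0.098 within all 8, and not every library correlated best with its own number.

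Glutamatergic synapse genes (17 higher, 4 lower) were 0 and 0 with all 8 libraries, 11 and 1 with library weights, 28 and 2 with the block (9 and 1 from the same 6 libraries without it), 6 and 1 with age, 2 and 1 with the trend removed, 3 and 1 with the trend removed and the block, and 0 and 0 with all 8 and either the trend removed or the block. Leaving out 1 library gave 0 to 23 higher and 0 to 4 lower. GABAergic synapse genes (11 and 5) were 0 and 0 with all 8 libraries, 7 and 2 with library weights, 2 and 2 with age, 1 and 2 with the trend removed, 1 and 2 with the trend removed and the block, and 0 and 0 with all 8 and either the trend removed or the block, and 8 were lower with quantile normalization. Leaving out 1 library gave 0 to 14 higher and 0 to 5 lower. Dopaminergic synapse genes (9 and 5) were 24 and 3 with the block (5 and 2 from the same 6 libraries without it), 3 and 1 with age, and 2 and 1 with the trend removed.

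The glutamatergic list had an unadjusted camera p of 0.000773. Its adjusted p was over 0.05 where the unadjusted camera p (limma) was 0.0203 with quantile normalization, 0.0555 with the trend removed, 0.0168 with the trend removed and the block, 0.0516 with all 8 libraries and the trend removed, and 0.0714 with an estimated correlation. The GABAergic list passed in fry (limma, unadjusted p of 0.000525), and its camera p (limma) with 1 library left out was 0.0171 to 0.152. Cytosolic ribosomal proteins were on balance lower, and higher with the trend removed (camera p of 0.352 from limma) and with the trend removed and the block (0.0714). The enrichment p (Fisher's exact test) of the glutamatergic list was 0.000185, 0.00155 with a minimum mean rlog of 5, 0.00154 at an adjusted p under 0.1 and 0.383 with the trend removed, and that of the GABAergic list 0.000810, 0.00230, 0.00426 and 0.229.

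Of the 102 called genes among those named, 101 were called with robust moderation, 100 with a median shift, 99 with no mean-variance trend, 98 with the block, 97 with a minimum mean rlog of 5, 93 with quantile normalization, 91 with no filter, 72 with library weights, 48 with age, 36 with the trend removed, 33 with the trend removed and the block, and 0 with all 8 libraries. The number was 89, 66, 30 and 46 without water 1, 2, 3 and 4, and 74, 97 and 57 without aspartame 1, 3 and 4.

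The differences in this paragraph changed sign, and only *Grin2c* had been called, at -0.0147 with all 8 libraries and the trend removed. *Bpgm* (-0.01) was 0.0131 with all 8 libraries and with all 8 and the block, 0.0249 with library weights, 0.0999 with the trend removed, 0.101 with the trend removed and the block and 0.0916 with all 8 and the trend removed, and -0.067 to 0.068 with 1 library left out. *Gnao1* was -0.0394 with the trend removed, -0.0284 with the trend removed and the block and -0.0117 with all 8 and the trend removed. *Gabbr2* was -0.113, -0.125 and -0.0634 in the same order, and -0.0231 to 0.237 with 1 library left out. *Foxj1* was -0.0288, -0.0414 and -0.00032 in that order. With 1 library left out, *Plcb3* was -0.0176 to 0.531, *Gria4* -0.179 to 0.0378 and *Kcnj13* -0.396 to 0.0196. For all of these changes the cause was not tested. In the simulated data, whose genes varied independently of each other, 64% of changes of 0.5 were found with 4 against 3 libraries. The depth per library is unknown.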

Differences from the paper's values

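The test with water 2 left out of all 8 libraries was chosen only after the results were seen. The paper tested counts with DESeq2, and all counts of genes given here are from limma on rlog values. The paper's list of glutamatergic synapse genes is KEGG's and the list used here is not, while the threshold of 0.05 on the adjusted p is the same. The paper's value for glutamatergic synapse genes that were higher with aspartame is 27, and the value here is 17. Of the alternatives set before the data were examined, 23 were higher without aspartame replicate 3 and 28 with the replicate block, each within 1.5 times of the paper's value, and under all others the counts differ from it. The block also drops water 2, which has no partner, and the same 6 libraries without the block gave 9, so that 2 choices changed at once. The other counts were within 1.5 times of the paper's. These are 1134 differentially expressed genes against the paper's 1467, 785 against the paper's 1073 higher, 349 against the paper's 394 lower, 21 against the paper's 30 glutamatergic synapse genes, and 16 against the paper's 20 GABAergic synapse genes.

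The heat-map colors follow these same values and were used to choose the 7 libraries, so a shared direction is not independent evidence. All 36 genes that the paper prints as up- or down-regulated had the paper's direction with the 7 libraries, and 26 were called. Those not called follow with their adjusted p and the alternatives that called them. *Grin2d* (0.0588), which the paper names as up-regulated and also found higher by quantitative PCR, was called without aspartame 3 and with the replicate block. *Adcy1* (0.108) and *Cacna1c* (0.0647), which the paper also names as up-regulated, were called without aspartame 1 and with the block. *Gabra3* (0.0543), which the paper names as down-regulated, was called with a minimum mean rlog of 5, a median shift, quantile normalization and the block. *Slc17a8* (0.0709) was called without aspartame 4, with library weights on all 8 libraries and with the block, *Grin2b* (0.0646) without aspartame 1 and with the block, *Slc38a1* (0.0625) without aspartame 3, *Gnas* (0.0558) without water 1, without aspartame 3, with a minimum mean rlog of 5 and with the block, and *Plcb3* (0.0898) without aspartame 3 and with the block. *Gnao1* (0.125) was called under no alternative. The block drops water 2, and none of these genes was called from the same 6 libraries without it.

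The paper places the dopaminergic synapse among its enriched pathways. With the list used here, the one-sided Fisher's exact test gave p = 0.0552 (14 of 100 genes called), 0.101 with a minimum mean rlog of 5 and 0.0870 at an adjusted p under 0.1. Its camera adjusted p was 0.213, and under 0.05 with the replicate block (0.0404, against 0.0899 without water replicate 2, the same 6 libraries) and in the leave-one-out from all 8 libraries, water 2 (0.0281), the latter chosen after the values were seen, which calls 0 of the 36 genes (limma, 424 genes at an unadjusted p under 0.05).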

Other observations

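No test in this part was chosen only after its result was seen. Of 33 enzymes of the methylation of DNA and histones and of its removal, 12 rose and none fell (13 rose when adjusted over the list alone), among them *Setd1b* (0.82, SE 0.098, adjusted p = 0.00797) and *Kdm6b* (0.79, SE 0.10, adjusted p = 0.00797), a methyltransferase and a demethylase of histone H3, and *Dnmt3a* (0.45, SE 0.077, adjusted p = 0.0107), a DNA methyltransferase. The list stood above other genes (camera, adjusted p = 1.55e-06, and adjusted p = 0.309 with an estimated correlation). In camera at the preset correlation it also did so with all 8 libraries (adjusted p = 1.71e-06) and with the trend with GC content and length removed (adjusted p = 0.00189). Its mean relative to plain water was 0.20, 0.25 and 0.35 in aspartame 1, 3 and 4 and -0.061 in aspartame 2. Of 40 genes of Notch signaling, a pathway that Fig. 2 *A* of the paper lists as enriched, 10 rose and none fell (15 rose when adjusted over the list alone), among them the receptor *Notch1* (0.69, SE 0.10, adjusted p = 0.00968), its ligand *Jag2* (0.77, SE 0.13, adjusted p = 0.0106) and the coactivator *Crebbp* (0.54, SE 0.10, adjusted p = 0.0136). The list had an adjusted p = 4.63e-06 in camera (adjusted p = 0.309 with an estimated correlation). At the preset correlation it had 1.97e-05 with all 8 libraries and 0.0738 with the trend removed, and its mean was -0.11 in aspartame 2. Of 11 nuclear-retained long noncoding RNAs, 4 rose and none fell (7 rose when adjusted over the list alone, and 4 with all 8 libraries), namely *Malat1* (0.82, SE 0.13, adjusted p = 0.0105), *Neat1* (0.67, adjusted p = 0.0246), *Meg3* (0.63, adjusted p = 0.0107) and *Miat* (0.50, adjusted p = 0.0145). Their mean relative to plain water was 0.27, 0.29 and 0.34 in aspartame 1, 3 and 4 and 0.12 in aspartame 2 (camera, adjusted p = 0.00378, adjusted p = 0.309 with an estimated correlation, and adjusted p = 1.97e-05 with all 8 libraries at the preset correlation). The call of *Dnmt3a* was lost without water 3 (adjusted p = 0.0501), that of *Crebbp* without water 3 (adjusted p = 0.0533), that of *Neat1* without water 3, water 4 or aspartame 1 (adjusted p from 0.0655 to 0.0775), and that of *Miat* without water 3 or aspartame 4 (adjusted p from 0.0533 to 0.0568).

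Of 75 nuclear-encoded subunits of oxidative phosphorylation, which the figure also lists, 12 fell and 1 rose (21 fell and 2 rose when adjusted over the list alone), with *Ndufb5* at -0.48 (SE 0.10, adjusted p = 0.0199) and *Ndufv2*, both subunits of complex I, at -0.47 (SE 0.093, adjusted p = 0.0158). The list had an adjusted p = 0.000504 in camera on the lower side (adjusted p = 0.592 with an estimated correlation), and 0.352 with the trend removed, where the median difference of the list went from -0.12 to 0.0086, and those of ribosomal proteins and the proteasome also changed sign. Of 31 proteasome subunits, 7 fell and none rose (9 fell when adjusted over the list alone), with *Psma2* at -0.44 (adjusted p = 0.0131) and *Psma5* at -0.41 (adjusted p = 0.0170), and the list had an adjusted p = 0.000313 on the lower side (adjusted p = 0.432 with an estimated correlation, and 0.361 with the trend removed). Of 71 cytosolic ribosomal proteins, many of which have near-identical copies in the genome that share reads, 11 fell and 4 rose (19 fell and 7 rose when adjusted over the list alone), with *Rps27a* at -0.49 (adjusted p = 0.0122) and *Rps29* at 0.76 (adjusted p = 0.0184). The list had an adjusted p = 0.0303 on the lower side (adjusted p = 0.666 with an estimated correlation, and 0.491 with the trend removed). Of 25 genes of the oxidative stress response, 2 fell, *Prdx1* and *Gstm5*, and 1 rose, *Keap1* (0.38, adjusted p = 0.0434), with 4 falls and 1 rise when adjusted over the list alone (camera on the lower side, adjusted p = 0.00566, adjusted p = 0.309 with an estimated correlation, and 0.106 with the trend removed). With all 8 libraries and the preset correlation, the camera adjusted p was 3.04e-07 for oxidative phosphorylation, 1.44e-05 for the proteasome, 8.1e-07 for ribosomal proteins and 8.8e-05 for the oxidative stress response, all on the lower side, while limma called 0 single genes. The correlation estimated from the 7 libraries was 0.284, 0.172, 0.284 and 0.00067 in this order, above the preset of 0.01 for all but the oxidative stress response. The means of these lists in aspartame 2, in this order, were -0.13, -0.066, -0.23 and -0.085. In aspartame 1, 3 and 4 the mean of ribosomal proteins was 0.053, -0.15 and 0.0002. The camera adjusted p without water replicate 1 was 0.0690 for oxidative phosphorylation and 0.245 for ribosomal proteins, and that of ribosomal proteins was 0.460 without aspartame replicate 3. Among the genes given here, the call of *Ndufb5* was lost without water 2, water 3, water 4 or aspartame 4 (adjusted p from 0.0517 to 0.0624), that of *Ndufv2* without water 3 or water 4 (adjusted p from 0.0503 to 0.0584), that of *Psma2* without water 3 or water 4 (adjusted p from 0.0524 to 0.0547), that of *Psma5* without water 3, water 4 or aspartame 4 (adjusted p from 0.0542 to 0.0696), that of *Rps27a* without water 3 (adjusted p = 0.0509), that of *Rps29* without water 3, water 4, aspartame 1 or aspartame 4 (adjusted p from 0.0546 to 0.0717), that of *Gstm5* without water 3 (adjusted p = 0.0533), and that of *Keap1* without water 2, water 3, water 4, aspartame 1 or aspartame 4 (adjusted p from 0.0944 to 0.145).

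Counts adjusted over the list alone are the same as those given in this paragraph and the next unless stated. Of 22 core circadian clock genes, 3 rose, with *Per1* at 0.77 (adjusted p = 0.0167) and *Nr1d1* at 0.61 (adjusted p = 0.0239), and the list did not pass camera (adjusted p = 0.0812). Limma called 0 of 20 immediate early genes (4 at an unadjusted p under 0.05, camera, adjusted p = 0.0812, and 0.00341 with all 8 libraries), and of 18 glucocorticoid-responsive genes only *Per1* rose (adjusted p = 0.185). Of 36 stress and anxiety neuropeptides and receptors *Vip* alone fell (adjusted p = 0.791), of 27 genes of monoamine receptors and metabolism *Maob* alone (adjusted p = 0.519), and of 26 genes of the unfolded protein and heat shock response 2, with *Xbp1* at -0.41 (camera, adjusted p = 0.0595, and 0.00780 with all 8 libraries). Camera passed for clock genes without water replicate 2 (adjusted p = 0.0198), for immediate early genes without water replicate 2 (0.00180) and without aspartame replicate 1 (0.00772), and for the unfolded protein and heat shock response without water replicate 2 (0.0105), without water replicate 4 (0.0188), without aspartame replicate 1 (0.0333) and without aspartame replicate 3 (0.0301). The call of *Per1* was lost without water 3, water 4 or aspartame 4 (adjusted p from 0.0539 to 0.0606), that of *Nr1d1* without water 2, water 3, water 4 or aspartame 4 (adjusted p from 0.0502 to 0.0876), that of *Maob* without water 3 or water 4 (adjusted p from 0.0575 to 0.0627), and that of *Xbp1* without water 2, water 3, water 4 or aspartame 4 (adjusted p from 0.0607 to 0.104).

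Among markers of other regions and cell types, 1 of 22 of pallial glutamatergic neurons rose (camera, adjusted p = 0.225), limma called 0 of 16 of the central and medial amygdala (4 at an unadjusted p under 0.05, adjusted p = 0.470), and 3 of 15 of the thalamus rose, with *Tcf7l2* at 0.57 (adjusted p = 0.0104 in limma, list adjusted p = 0.0812, and 0.00890 with all 8 libraries). Of 6 hypothalamic markers, *Pmch*, the melanin-concentrating hormone precursor, rose by 1.56 (adjusted p = 0.0423), the largest rise of all called genes, with rlog values of 6.37, 4.93 and 3.84 in aspartame 1, 3 and 4, 3.35 in aspartame 2 and 3.31 to 3.93 in plain water, so that the groups overlap (list adjusted p = 0.0812, and 0.0100 with all 8 libraries). Of 23 interneuron markers 2 rose and 1 fell (adjusted p = 0.123, and 0.0100 with all 8 libraries), of 20 astrocyte markers 4 rose (6 when adjusted over the list alone, adjusted p = 0.0812), of 20 oligodendrocyte markers 3 rose, with *Mbp* at 0.62 (list adjusted p = 0.0812, and 0.0167 with the trend removed), and of 12 oligodendrocyte precursor markers 2 rose (adjusted p = 0.722). Of 20 microglia markers 1 rose (2 rose and 1 fell when adjusted over the list alone, adjusted p = 0.470), of 19 markers of pericytes, smooth muscle and fibroblasts 2 rose (5 rose and 1 fell when adjusted over the list alone, adjusted p = 0.114), and limma called 0 of 18 endothelial (3 at an unadjusted p under 0.05, adjusted p = 0.519), 9 choroid plexus (0, adjusted p = 0.306), 8 ependymal (2, adjusted p = 0.763) and 2 red blood cell genes (0). No mitochondrially encoded mRNA is in the table. Many of these markers are also expressed by the amygdala itself, and the striatal list holds *Adcy5* and *Gng7*, which the paper prints. With all 8 libraries limma called 0 genes of these lists, and 553 of all genes tested had an unadjusted p under 0.05. Camera passed without aspartame replicate 4 for astrocytes (adjusted p = 0.0441), oligodendrocytes (3.52e-05), interneurons (0.0350), the thalamus (0.0245), the hypothalamus (0.0295) and pericytes, smooth muscle and fibroblasts (0.0477). It passed without water replicate 2 for astrocytes (0.0378) and oligodendrocytes (0.00663), without aspartame replicate 1 for pallial neurons (0.00784), and for the hypothalamus without water replicate 1 (0.0436) and without aspartame replicate 3 (0.0301). The call of *Pmch* was lost without water 2, water 3, water 4 or aspartame 1 (adjusted p from 0.0673 to 0.114) and that of *Mbp* without water 2, water 3, water 4, aspartame 1 or aspartame 4 (adjusted p from 0.0545 to 0.117).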
